# Impaired mitochondrial oxidative metabolism in skeletal progenitor cells leads to musculoskeletal disintegration

**DOI:** 10.1038/s41467-022-34694-8

**Published:** 2022-11-11

**Authors:** Chujiao Lin, Qiyuan Yang, Dongsheng Guo, Jun Xie, Yeon-Suk Yang, Sachin Chaugule, Ngoc DeSouza, Won-Taek Oh, Rui Li, Zhihao Chen, Aijaz A. John, Qiang Qiu, Lihua Julie Zhu, Matthew B. Greenblatt, Sankar Ghosh, Shaoguang Li, Guangping Gao, Cole Haynes, Charles P. Emerson, Jae-Hyuck Shim

**Keywords:** Bone development, Drug delivery

## Abstract

Although skeletal progenitors provide a reservoir for bone-forming osteoblasts, the major energy source for their osteogenesis remains unclear. Here, we demonstrate a requirement for mitochondrial oxidative phosphorylation in the osteogenic commitment and differentiation of skeletal progenitors. Deletion of Evolutionarily Conserved Signaling Intermediate in Toll pathways (ECSIT) in skeletal progenitors hinders bone formation and regeneration, resulting in skeletal deformity, defects in the bone marrow niche and spontaneous fractures followed by persistent nonunion. Upon skeletal fracture, Ecsit-deficient skeletal progenitors migrate to adjacent skeletal muscle causing muscle atrophy. These phenotypes are intrinsic to ECSIT function in skeletal progenitors, as little skeletal abnormalities were observed in mice lacking Ecsit in committed osteoprogenitors or mature osteoblasts. Mechanistically, Ecsit deletion in skeletal progenitors impairs mitochondrial complex assembly and mitochondrial oxidative phosphorylation and elevates glycolysis. ECSIT-associated skeletal phenotypes were reversed by in vivo reconstitution with wild-type ECSIT expression, but not a mutant displaying defective mitochondrial localization. Collectively, these findings identify mitochondrial oxidative phosphorylation as the prominent energy-driving force for osteogenesis of skeletal progenitors, governing musculoskeletal integrity.

## Abstract (web summary)

Skeletal progenitors provide a reservoir for bone-forming osteoblasts. However, the major energy source for their osteogenesis remains unresolved. Here, the authors demonstrate that ESCIT-mediated regulation of mitochondrial metabolism is required for osteogenesis.

## Introduction

Mitochondrial diseases are associated with decreased energy production in organs with high energy requirements and are mainly due to defects in the oxidative phosphorylation (OXPHOS) machinery^1–4^. Releasing energy through OXPHOS requires the orchestrated action of five multi-heteromeric enzyme complexes (complexes I–V), located in the inner mitochondrial membrane^5^. Mitochondrial complex 1 (CI) is the largest complex comprised of at least 45 different proteins and is the primary entry point that generates the proton motive force for electrons into the electron transport chain driving ATP production^6–8^. CI-deficiency is the most frequent cause of defects of the OXPHOS system that cause multisystem dysfunction^9–13^, including skeletal disorders^14,15^.

Emerging epidemiological evidence^16–18^ and data from animal models^3,19^ suggest an association of mitochondrial dysfunction and high oxidative stress with skeletal disorders, including a clinically significant decrease in bone strength, reduced bone mineral density, premature aging of bone or a high risk or fragility fractures. For example, Kearns Sayre Syndrome (KSS), a rare mitochondrial DNA deletion syndrome, shows clinical manifestations of muscle weakness and wasting, accompanied with multiple bone deformities and severe fractures, causing loss of the ability to walk and early lethality^20^. In addition, mitochondrial respiratory chain deficiency is related to spontaneous bone fractures and myopathy^21^. However, it is unclear how mitochondrial defects contribute to skeletal dysfunction associated with myopathy.

Glycolysis is the primary metabolic process that generates ATP for energy and intermediate metabolites, including active lipids, nucleotides, and amino acids, for biosynthesis^22,23^. It serves as the major energy and carbon source for committed osteoblast-lineage cells during osteogenic differentiation^22,24–26^. In particular, metabolic intermediates fuel the synthesis of amino acids to produce extracellular matrix proteins and hydroxyapatite in bone^22^. In addition to glycolysis, glutamine metabolism also provides osteoblast progenitors with an additional energy source as well as a carbon and nitrogen source^26^. Glutamine is converted to citrate through the tricarboxylic acid (TCA) cycle in the mitochondria, producing ATP through the OXPHOS pathway, while providing metabolic intermediates for the synthesis of amino acids, nucleotides, glutathione, and hexoamine^27^. Recent studies demonstrated an in vivo role for glutamine and glucose metabolism in skeletal progenitors using conditional deletion of the enzyme glutaminase (Gls) and the glucose transporter Glut1, respectively. Gls-deficiency in *Prx1*^*+*^ skeletal progenitors impaired,cell proliferation and osteogenesis during bone remodeling while Glut1-deficiency in *Prx1*^*+*^ skeletal progenitors abolished chondrogenesis, not osteogenesis, during skeletal development^28^. Notably, glutamine is likely to serve as major substrates for biosynthetic and antioxidant demands, not an energetic substrate, in skeletal progenitors since GLS inhibition did not induce any energetic alteration^29^. Thus, other energy metabolic pathways controlling osteogenesis of skeletal progenitors remain to be elucidated.

To investigate in vivo roles for mitochondrial oxidative metabolism in musculoskeletal system, we developed a mouse model for mitochondrial CI deficiency by conditionally deleting Ecsit in multiple skeletal and muscle cells. Herein, we highlight the importance of mitochondrial OXPHOS in determining the osteogenic commitment and differentiation of skeletal progenitors as a critical rheostat of skeletal and muscular development. Notably, restoration of impaired OXPHOS pathway using recombinant adeno-associated virus (rAAV) may represent an untapped therapeutic avenue for mitochondrial disorders in the musculoskeletal system.

## Results

### *Ecsit*-deficiency in skeletal progenitors impairs early skeletal development

The CI intermediate assembly (MCIA) complex, containing the core subunits (ECSIT, NDUFAF1, ACAD9, and TMEM126B) is required for the formation of mitochondrial complex I (CI)^6,30–33^. Among these subunits, ECSIT is highly expressed in skeletal cells, including endosteal osteoblasts, osteocytes, periosteal cells, and osteoclasts (Fig. 1a), and its deficiency reduces the expression of other MCIA and CI components^31–33^. Mitochondrial localization of ECSIT in human bone marrow-derived stromal cells (BMSCs) and mouse osteoblasts residing on the surface of trabecular and cortical bones was also confirmed by immunofluorescence and subcellular fractionation analyses (Fig. 1b, c). The role of mitochondrial activity in bone formation was examined in vivo using mice with targeted deletion of *Ecsit* in skeletal progenitors (*Ecsit*^*Prx1*^). Deletion efficiency of *Ecsit* in these cells was confirmed by fluorescence microscopy and immunoblotting analyses (Supplemental Fig. 1a, Fig. 2c). *Ecsit*^*Prx1*^ mice developed limb deformities along with spontaneous fractures in long bones right after birth (Fig. 1d, right). At postnatal day 21 (P21), they displayed severe osteoporosis and delayed formation of primary and secondary ossification centers in long bones (Fig. 1d, e, Supplemental Fig. 1b, c). Severe hypomineralization and delayed formation of primary ossification centers was also evident in *Ecsit*^*Prx1*^ embryos and neonates (Fig. 1f, Supplemental Fig. 1e, f, Supplemental Table 1). Consistent with immunofluorescence analysis showing nearly complete absence of osteocalcin (OCN)-expressing mature osteoblasts in the femur of P21 *Ecsit*^*Prx1*^ mice (Fig. 1f, right), cKO *Prx1*^*+*^ skeletal progenitors, isolated from P0 *Ecsit*^*Prx1*^ hindlimbs as Prx1^+^CD45^-^TIE2^-^TER119^-^ cells, failed to differentiate into mature osteoblasts (Fig. 1g). Of note, the bone marrow niche function of *Ecsit*^*Prx1*^ skeletal cells was also disrupted, as shown by a significant reduction in total bone marrow cell numbers and a low frequency of hematopoietic stem cells (HSCs), B cells, macrophages, granulocytes, and T cells (Fig. 1h, Supplemental Fig. 2). These results suggest that ECSIT is essential for osteogenesis of *Prx1*^*+*^ skeletal progenitors and for the formation of bone marrow HSC niche. Notably, GLUT1-mediated glucose metabolism mediates chondrogenesis, not osteogenesis of *Prx1*^*+*^ skeletal progenitors^28^ while GLS-mediated glutamine metabolism in *Prx1*^*+*^ skeletal progenitors is dispensable for skeletal development^29^. Thus, ECSIT-mediated mitochondrial regulation, not GLUT1-mediated glucose metabolism or GLS-mediated glutamine metabolism, plays a critical role in the osteogenic activity of *Prx1*-lineage skeletal progenitors.

**Fig. 1:**
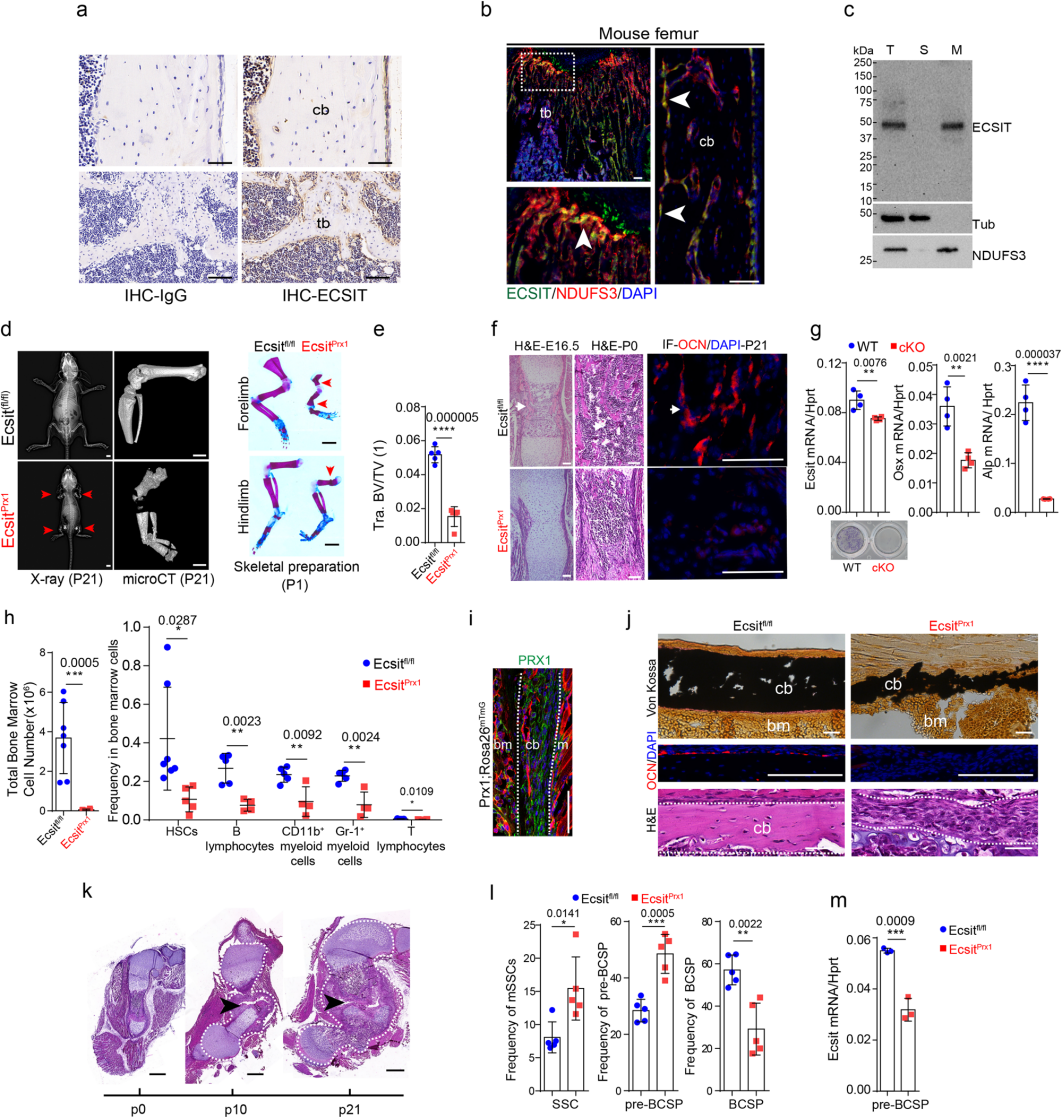
*Ecsit*^*Prx1*^ mice show defects in skeletogenesis, fracture healing, and the bone marrow niche. **a** Immunostaining of ECSIT in 2-month-old wild-type femurs. tb: trabecular bone, cb: cortical bone. **b** Immunofluorescence showing the localization of ECSIT in P21 mouse femurs. Arrows indicate co-localization of ECSIT and NDUFS3. **c**. Immunoblot analysis showing mitochondrial fractionation of ECSIT in human BMSCs. **d**, **e** X-radiography (**d**, **left**) and microCT showing P21 whole body and hindlimbs (**d**, **middle**) and quantification of femoral bone mass (**e**, *n* = 5). Alizarin red/alcian blue staining of P1 neonates (**d**, **right**). Arrows indicate spontaneous fractures. Tra. BV/TV: Trabecular bone volume/total volume. **f** H&E staining of E16.5 and P0 femurs (**left**, **middle**). Immunofluorescence showing osteocalcin (OCN) expression in the femurs (**right**). Arrows indicate femoral trabecular bone. **g** Skeletal progenitors isolated by FACS from P0 *Ecsit;*^*Prx1*^*Rosa26*^*mTmG*^ (cKO) and *Prx1;Rosa26*^*mTmG*^ (WT) limbs using GFP^+^CD45^−^Ter119^−^Tie2^−^ markers. Osteogenic gene expression (*n* = 4) and alkaline phosphatase activity (ALP, *n* = 3) were assessed for osteogenic differentiation. **h** Flow cytometry analysis showing frequency of the indicated bone marrow cell populations at P10 (**right**, HSCs (*Ecsit*^*fl/fl*^, *n* = 7; *Ecsit*^*Prx1*^, *n* = 5); other subpopulations, *n* = 4−5) and total number of the isolated cells (**left**, *Ecsit*^*fl/fl*^, *n* = 7; *Ecsit*^*Prx1*^, *n* = 6). Supplemental Fig. 2 demonstrates the gating strategy for this analysis. **i** GFP-expressing PRX1-lineage cells residing in the diaphyseal periosteum of P1 *PRX1-cre;Rosa26*^*mTmG*^ mice. m: muscle, bm: bone marrow. **j** P21 femoral cortical bones were stained for Von Kossa (**top**), H&E (**bottom**) and immunofluorescence for OCN (**middle**). **k** H&E staining of *Ecsit*^*Prx1*^ femurs at the age of P0, P10, and P21. **l**, **m** Flow cytometry analysis showing frequency of SSCs, pre-BCSP, and BCSP in skeletal cells (**l**, *n* = 5). RT-PCR shows expression of *Ecsit* in pre-BCSP (**m**, *n* = 3). Supplemental Fig. 3 demonstrates the gating strategy for this analysis. A two-tailed unpaired Student’s *t*-test for comparing two groups (**e**, **g**, **h**, **l**, **m**; error bars, data represent mean ± SD). Data are representative of three independent experiments. Scale bars = **a**, 100 μm; **b**, 50 μm; **d (left, middle)**, 2 mm; **d (right)**, 1 mm; **f**, 60 μm; **i**, 75 μm; **j**, 40 μm; **k**, 500 μm.

Prx1-lineage skeletal cells are major cell populations (Fig. 1i) that initiate callus formation and vascularization for successful bone fracture repair^34–36^. *Ecsit* deletion in *Prx1*^*+*^ skeletal progenitors resulted in nearly complete arrest of cortical bone and periosteal formation despite expansion of *Ecist*-deficient periosteal cells (Fig. 1j, Supplemental Fig. 1f). Accordingly, *Ecsit*^*Prx1*^ femurs show spontaneous fractures occurring after birth. The resulting fracture sites displayed persistent nonunion with a lack of callus mineralization and mature osteoblasts and the persistence of an unmineralized fibrous callus with cartilaginous elements (Fig. 1j, k, Supplemental Fig. 1d). To define where ECSIT is required in the osteoblast maturation process, skeletal cell populations were isolated from P0 *Ecsit*^*Prx1*^ limbs and subjected to flow cytometry^37^, demonstrating an increased frequency of skeletal stem cells (SSCs) and pre-bone, cartilage, stromal progenitors (pre-BCSPs) and a decreased frequency of BCSPs (Fig. 1l, m, Supplemental Fig. 3). Thus, *Ecsit* deletion in *Prx1*^*+*^ skeletal progenitors impairs the differentiation of SSCs and pre-BCSPs to BCSPs, resulting in defective commitment and differentiation of skeletal progenitors to osteoblasts.

To test whether *Ecsit* deletion in skeletal progenitors is a primary cause of impaired fracturing healing in *Ecsit*^*Prx1*^ mice, *Ecsit*^*fl/fl*^ mice were crossed with *Prx1-Cre*^*ERT2*^*-EG*FP mice (*Ecsit*^*Prx1-ERT/GFP*^) to delete ECSIT expression in skeletal progenitors in an inducible manner. Fracture surgery was performed on the femurs of 6-week-old *Ecsit*^*Prx1-ERT/GFP*^ and *Prx1-ERT/GFP* control mice three days after tamoxifen injection (Supplemental Fig. 4a). One month later, tamoxifen-induced expression of Cre recombinase and deletion of *Ecsit* were validated by fluorescence microscopy and RT-PCR, respectively (Supplemental Fig. 4b, c). MicroCT analysis revealed that basal bone mass in control and *Ecsit*^*Prx1-ERT/GFP*^ femurs was comparable, as shown by equivalent trabecular bone mass and cortical bone thickness of non-fractured femurs (Supplemental Fig. 4d, e). Unlike *Ecsit*^*Prx1*^ mice, tamoxifen-treated *Ecsit*^*Prx1-ERT/GFP*^ mice displayed normal periosteal and callus formation and fracture unionization in the fractured sites (Supplemental Fig. 4b, f, g). These results demonstrate that inducible deletion of *Ecsit* in *Prx1*^*+*^ skeletal progenitors in adult mice does not affect bone fracture healing and homeostasis. Thus, impaired fracture healing seen in *Ecsit*^*Prx1*^ mice may result from pre-existing skeletal phenotypes and/or alteration of skeletal progenitor population during early skeletal development. However, it cannot be fully excluded that inadequately complete deletion of *Ecsit* in this system contributes to the lack of a phenotype observed. Taken together, ECSIT-mediated mitochondrial functions play critical roles in osteogenic commitment and differentiation of skeletal progenitors during early skeletal development.

### ECSIT controls mitochondrial OXPHOS in skeletal progenitors

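Transcript levels were read in skeletal progenitors of newborn mouse limbs, sorted as live cells that carry the GFP reporter of Prx1-cre and lack the blood marker CD45, the erythroid marker Ter119 and the endothelial marker Tie2. Cytosolic ribosomal protein genes took 10.2% and 10.3% of all counts in the libraries labelled cKO (2 and 3), against 3.21% and 6.32% in those labelled WT (2 and 3). Genes of mitochondrial DNA took 5.11% and 4.18%, against 2.82% and 2.95%. Levels also ran with gene length. The median log2 difference, cKO minus WT, was 0.73 in the first of 10 length groups of protein-coding genes, that with the shortest exons, and -0.76 in the group with the longest. Between WT 3 and WT 2, which share a label, it ran from 0.52 to -0.45, and between cKO 3 and cKO 2 it was -0.02 at both ends. Across 16143 genes, which are not independent replicates, Spearman's rho between fold change and exon length was -0.42.
Hindlimbs were taken at postnatal day 1, and polyadenylated RNA was sequenced in 2 libraries labelled WT and 2 labelled cKO, which hold 18266573 (WT 2), 18489694 (WT 3), 20152872 (cKO 2) and 19271414 (cKO 3) counts. The sample titles give WT or cKO, while the genotype field gives the Ecsit deletion for the libraries titled WT and floxed Ecsit without Cre for those titled cKO. The titles are followed here, and every direction given for these libraries reverses if the groups were exchanged, as in the genotype field. That field is not right in full, since cells without Cre would not carry the GFP reporter they were sorted by. By the paper's methods, paired reads were aligned to the mouse genome with STAR and fragments over exons were counted with featureCounts. The submitters' processing notes name HTSeq and the human build GRCh38.p12, while the deposited table holds whole counts for 55487 mouse genes. Of these, 16157 genes passed edgeR's filter on low counts and were normalized by the trimmed mean of M-values (TMM). Levels are given as CPM, counts scaled to the size of each library, and an adjusted p is from edgeR's quasi-likelihood test with the Benjamini-Hochberg method. The labels and the paper's text do not say whether a library comes from 1 animal or a pool. The 2 libraries of each label differ in sex-linked genes, so they are not repeats of the same cells, and the p-values measure the spread between these samples, that between the sexes included.

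**Figure D1:**
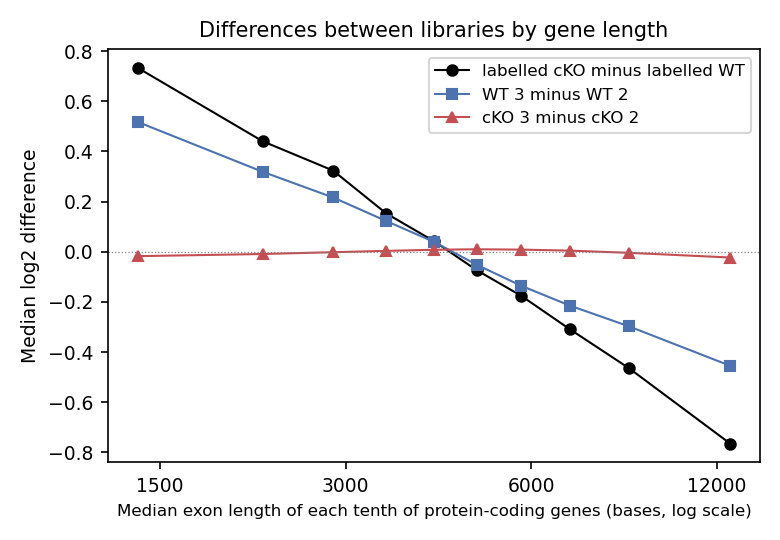
Median log2 difference (y axis) in 10 groups of protein-coding genes, ordered by median exon length in bases (x axis, log scale), for cKO minus WT and for the libraries within each label. The line for cKO minus WT runs from 0.73 to -0.76, and that for WT 3 minus WT 2 from 0.52 to -0.45.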

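Ecsit, the gene deleted in the cKO mice, was read in all 4 libraries, and its level was higher in those labelled cKO. It stood at 12.6 and 18.9 CPM in WT 2 and WT 3 and at 33.6 and 30.2 CPM in cKO 2 and cKO 3. The means were 15.7 ± 4.41 CPM in the libraries labelled WT and 31.9 ± 2.39 CPM in those labelled cKO (SD, n = 2). The log2 fold change was 1.02 (standard error 0.25, adjusted p = 0.0245 from edgeR), and it was 0.72 (adjusted p = 0.0233) with a correction for exon length chosen after the values were seen. The direction held without each library in turn, while the adjusted p was 0.161 without cKO 2 and 0.0974 without cKO 3. Its levels in the libraries labelled WT and cKO do not overlap, so leaving out a library could hardly turn that direction. Ecsit (ENSMUSG00000066839.12) lies on the minus strand of chromosome 9 of GRCm38 from 22072246 to 22085438. The counts cover the whole gene, so they can include reads from exons outside the deleted part, which the paper's text does not name. The paper's RT-PCR values over Hprt for sorted skeletal progenitors of P0 limbs, from a panel on osteogenic differentiation (Fig. 1g) and so not like samples to the P1 cells here, are 0.0901 ± 0.00739 in WT and 0.0752 ± 0.00144 in cKO cells (SD, n = 4), which does not settle how these libraries are labelled. No reporter or recombinase is listed in the count table.

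**Figure D2:**
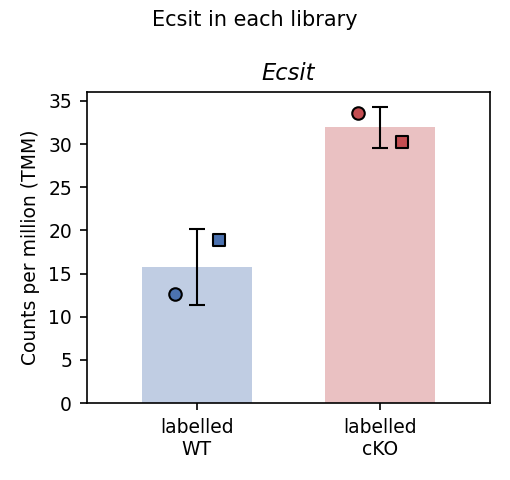
Ecsit level in CPM (y axis) in each library labelled WT or cKO; bars are means, error bars SD (n = 2), and points are the libraries. The libraries labelled cKO sit at 33.6 and 30.2, above those labelled WT at 12.6 and 18.9.

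Genes of NF-κB signaling moved in both directions. Of 37 components of the pathway, 5 were higher and 7 lower in the libraries labelled cKO (9 and 13 adjusted over the list alone), and 25 did not pass the test. Calls in both directions are not particular to this pathway: of all 16157 genes tested 2275 were higher and 2314 lower. Rel, an NF-κB subunit, fell from 27.7 to 7.74 CPM (log2 fold change -1.84, adjusted p = 0.0137), and Birc3, a ubiquitin ligase of the TNF receptor complex, had a log2 fold change of -1.21 (adjusted p = 0.0142). Nfkbia, the inhibitor that holds NF-κB in the cytoplasm, rose from 122 to 319 CPM (log2 fold change 1.39, adjusted p = 0.0186), and Traf2, an adaptor of TNF receptors, had a value of 1.05 (adjusted p = 0.0162). The other 3 higher components, named after their values were seen, are Tradd at 1.09, Tlr2 at 0.71 and Nfkbib at 0.66. The components were not called as a group against the other genes tested (median log2 fold change -0.38, camera adjusted p = 0.291). Of 16 NF-κB target genes tested, 1 was higher, the stress response gene Ier3 at 0.99 (adjusted p = 0.0219), and 1 was lower, the adhesion molecule Icam1 at -0.68 (adjusted p = 0.0432). Adjusted over the list alone the counts were 1 and 0, and the group had a camera adjusted p of 0.816. Ier3 (0.32, adjusted p = 0.159), Tlr2 (0.50, adjusted p = 0.0708) and Nfkbib (0.27, adjusted p = 0.266) did not pass with the length correction, nor did Tlr2 and Nfkbib with DESeq2 (adjusted p = 0.0514 and 0.0504). Without cKO 2, 0 components were higher and 1 lower, without cKO 3 1 and 1, without WT 2 10 and 11, and without WT 3 8 and 20. For the targets these counts were 1 and 0, 0 and 0, 1 and 2, and 2 and 3.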

Despite the original identification of ECSIT as a key regulator of NF-κB signaling downstream of pro-inflammatory receptors, Toll-like receptor (TLR) and interleukin (IL)-1β^38,39^, transcriptome analysis showed an enrichment of genes associated with metabolic pathways and mitochondrial function, not the NF-κB pathway in cKO *Prx1*^*+*^ skeletal cells (Fig. 2a, b). Specifically, expression of the genes involved in mitochondrial CI biogenesis and OXPHOS was markedly downregulated in the absence of Ecsit while there was little to no altered expression in glucose and glutamine metabolism (Fig. 2b). This is consistent with previous reports demonstrating ECSIT as a key component of the MCIA complex that controls the stability of CI subunits^31–33^. 

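Subunits of the respiratory chain encoded in the nucleus were higher in the libraries labelled cKO. Of 82 such genes 72 were higher and 1 was lower (79 and 1 adjusted over the list alone), with a median log2 fold change of 1.17. In complex I, 32 of 37 subunits were higher (36 adjusted over the list alone), among them Ndufb8, an accessory subunit, at 33.1 ± 10.6 CPM in the libraries labelled WT and 112 ± 4.26 CPM in those labelled cKO (SD, n = 2), a log2 fold change of 1.76 (adjusted p = 0.0127). The core subunit Ndufv1, which binds NADH, rose from 70.6 to 164 CPM (log2 fold change 1.21, adjusted p = 0.0163). In complex II 3 of 4 subunits were higher (Sdhb 1.82, Sdhc 0.98, Sdhd 0.95), in complex III 8 of 9 (Uqcrc2 1.06, Cyc1 1.35), in complex IV 11 of 13 (Cox4i1 1.71) and in complex V 17 of 18 (Atp5a1 0.82, Atp5k 1.63). Adjusted over each list alone, 3, 9, 12 and 18 were higher. The 1 lower subunit, named after its value was seen, is Cox7a1 of complex IV, the form of heart and skeletal muscle, at -1.58 (adjusted p = 0.0352) and 2.15, 3.54, 1.11 and 0.786 CPM in WT 2, WT 3, cKO 2 and cKO 3.
Of 17 assembly factors of complex I other than Ecsit 4 were higher (3 adjusted over the list alone), namely Ndufaf6 at 1.51, Ndufaf8 from 5.71 to 13.9 CPM, Dmac1 at 1.09 and Ndufaf5 at 0.91. Acad9 (0.13, adjusted p = 0.636) and Tmem126b (0.54, adjusted p = 0.161), partners of ECSIT in the MCIA complex, did not pass the test. In the combined list of complex I biogenesis 36 of 61 genes were higher (43 adjusted over the list alone). Of 13 OXPHOS genes of mitochondrial DNA 4 were higher (7 adjusted over the list alone). These are mt-Co1, which rose from 6784 to 14592 CPM (log2 fold change 1.11, adjusted p = 0.0348), and mt-Co2, mt-Co3 and mt-Atp6, each at 16.8, 16.1 and 13.4 CPM in the libraries labelled WT and able to share reads with copies in the nuclear genome. In these lists no other gene was lower with edgeR at an adjusted p, at an unadjusted p under 0.05 or with DESeq2.
Genes of glucose and glutamine metabolism moved both ways, as did the genes tested as a whole (2275 of 16157 higher and 2314 lower). Of 23 glycolysis genes 3 were higher and 2 lower (1 and 2 adjusted over the list alone): Pgam1 (0.70), Tpi1 (0.85) and Eno2 (0.75, named after its value was seen) rose, and Hk2, a hexokinase, fell from 63.5 to 26.3 CPM (-1.27), as did Aldoc (-2.07). Slc2a1, which encodes the glucose transporter GLUT1, had a log2 fold change of 0.04 (adjusted p = 0.868). Of 28 genes of glutamine metabolism 3 were higher and 5 lower (3 and 5 adjusted over the list alone). Psat1, a serine synthesis enzyme that uses glutamate, had a value of 1.06 and Got2 one of 0.76, while Gclc (-1.19) and Gpt (-1.25) fell. Aldh18a1 (0.62), Slc38a1 (-1.09) and Slc38a2 (-0.88) also passed and are named after their values were seen. With DESeq2 7 glycolysis genes were higher, and at an unadjusted p under 0.05 10 were higher and 4 lower. After correction for length Pgam1 (0.25, adjusted p = 0.258), Tpi1 (0.60, adjusted p = 0.0507), Slc38a1 (-0.12, adjusted p = 0.666) and Slc38a2 (-0.43, adjusted p = 0.0887) did not pass, and 3 and 3 genes of the lists were higher and 3 and 3 lower.

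**Figure D3:**
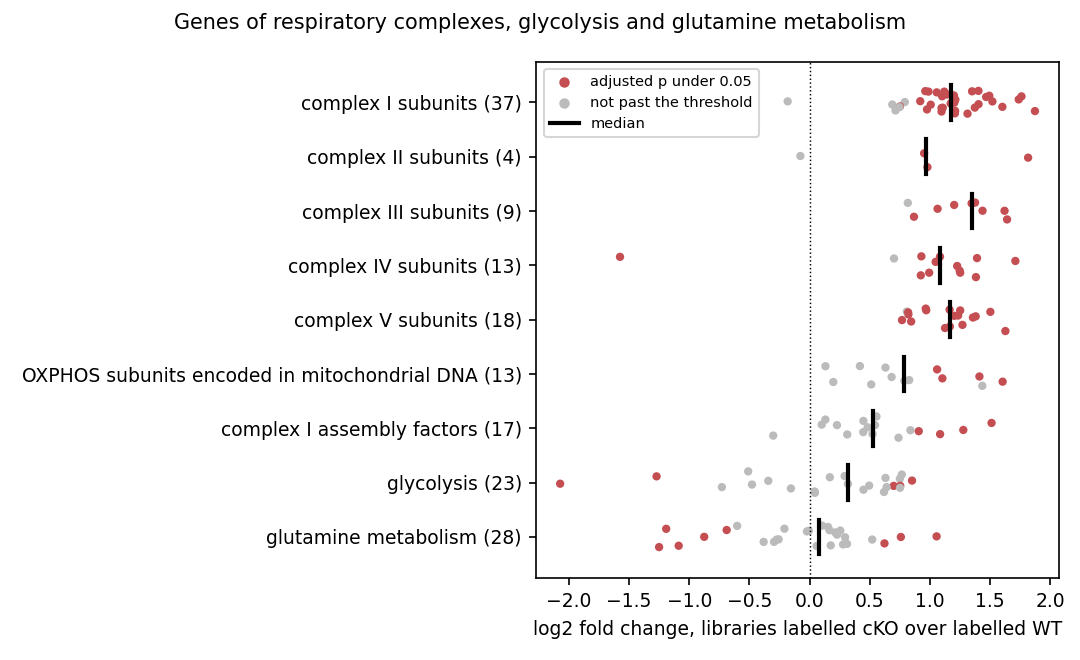
Log2 fold change, cKO over WT (x axis), of each tested member of the lists named on the y axis; red points have an adjusted p under 0.05, grey points do not, and black bars are medians. The medians of the nuclear OXPHOS complexes lie between 0.97 and 1.35, and those of glycolysis and glutamine metabolism at 0.32 and 0.08.

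By camera with a preset correlation of 0.01 between genes, the adjusted p was 4.40e-25 for the nuclear OXPHOS list, 1.13e-15 for complex I subunits, 0.00709 for its assembly factors, 5.61e-14 for complex I biogenesis and 2.87e-04 for the genes of mitochondrial DNA. It was 0.00709, 3.81e-07, 9.84e-06 and 5.29e-09 for complexes II, III, IV and V. The fry test, which takes each list on its own, gave an unadjusted p of 0.0645 for the nuclear OXPHOS list. It gave 0.0693 for complex I subunits, 0.113 for its assembly factors, 0.0700 for complex I biogenesis and 0.0283 for the genes of mitochondrial DNA. For complexes II, III, IV and V fry gave 0.0238, 0.0365, 0.0904 and 0.0668. With the correlation estimated from the libraries, camera called none of the 40 lists tested. The adjusted p with an estimated correlation was 0.599 for the nuclear OXPHOS list, 0.600 for complex I biogenesis and 0.599 to 0.706 for the others here. In simulated counts a list raised on purpose had an unadjusted camera p of 0.00233 in that setting, against 1.00e-53 with the preset. The simulated genes were drawn independently, so this does not measure power for members that move together. The estimated correlation was 0.943 in the nuclear OXPHOS list and 0.690 in complex I biogenesis, far above the preset. The p-values with the preset may therefore be too small. The estimate itself rests on 2 libraries per label, so neither setting decides whether these calls hold. For glycolysis and glutamine metabolism camera gave 0.340 and 0.949, and the camera direction of the glutamine list was down while its median was 0.08. The nuclear OXPHOS genes also parted the libraries that share a label: WT 3 lay above WT 2 by a median of 0.71, in 82 of 82 genes, while cKO 3 minus cKO 2 was -0.03. With the length correction 52 nuclear OXPHOS genes were higher (median 0.69, camera adjusted p = 9.79e-17), the assembly factors had a camera adjusted p of 0.190, and the median of the genes of mitochondrial DNA was -0.03 (camera adjusted p = 0.992). Higher subunits of complexes I to V then numbered 24, 2, 6, 4 and 15, with Sdhd (0.29, adjusted p = 0.196) no longer among them, higher genes of complex I biogenesis 25, higher assembly factors 1 (Ndufaf6) and higher genes of mitochondrial DNA 1 (mt-Co3), while 1 of the latter, mt-Nd6, was lower (-0.82, adjusted p = 0.0159). Without cKO 2, 27 nuclear OXPHOS genes were higher and without cKO 3 25, and for complex I biogenesis these counts were 14 and 14. Higher subunits of complexes I to V numbered 13, 1, 5, 3 and 5 without cKO 2 and 13, 1, 4, 3 and 4 without cKO 3, where Cox7a1 did not pass, nor without WT 3. Without WT 2 camera did not call the assembly factors (adjusted p = 0.129). Higher assembly factors numbered 1 without cKO 2, 1 without cKO 3 and 12 without WT 3, and higher genes of mitochondrial DNA 2, 2 and 10, with 8 without WT 2. For glycolysis the counts higher and lower were 0 and 0 without cKO 2, 0 and 1 without cKO 3, 8 and 3 without WT 2 and 14 and 5 without WT 3. For glutamine metabolism they were 0 and 0, 0 and 0, 6 and 6, and 5 and 8. The paper states that genes of complex I biogenesis and OXPHOS were lower without Ecsit and that those of glucose and glutamine metabolism were little altered, and it relates this to earlier reports on ECSIT in the MCIA complex.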

To directly test the role of ECSIT in mitochondrial OXPHOS, the expression of mitochondrial CI, II, III, IV, and V subunit proteins in the OXPHOS pathway was examined in WT and cKO *Prx1*^*+*^ skeletal progenitors, demonstrating that expression of core CI subunit proteins, including ND6, NDUFB8 and NDUFS3, was ablated in the absence of Ecsit while *Ecsit* deletion minimally affected the expression of proteins in other mitochondrial complexes (Fig. 2c, left). Similarly, *Ecsit*-deficiency significantly reduced expression of NDUFAF1, a key component of the MCIA complex^32,33^ (Fig. 2c, right), suggesting the importance of ECSIT in stabilizing the components of CI and MICA complexes in *Prx1*^*+*^ skeletal progenitors. Accompanying our transcriptome analysis that show little to no enrichment of genes associated with mitochondrial biogenesis (Fig. 2b), mRNA and protein levels of Atf5^40,41^ and Hsp90^42,43^ were largely intact in the absence of Ecsit (Fig. 2c, Supplemental Fig. 5a). 

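Regulators of mitochondrial biogenesis moved both ways in the libraries labelled cKO. Of 21 such genes 2 were higher, 3 were lower and 16 did not pass the test (2 and 2 adjusted over the list alone). Of all 16157 genes tested 2275 were higher and 2314 lower, so calls in both directions are not particular to these regulators. Esrra, a nuclear receptor that drives mitochondrial genes, rose from 10.7 to 22.3 CPM (log2 fold change 1.06, standard error 0.22, adjusted p = 0.0180), and the mitochondrial deacetylase Sirt3 had a value of 0.90 (adjusted p = 0.0320). Gabpa, a subunit of the transcription factor NRF-2, fell from 54.0 to 29.9 CPM (-0.85, adjusted p = 0.0254), Pprc1, a coactivator of the PGC-1 family, from 111 to 57.3 CPM (-0.95, adjusted p = 0.0270), and Sirt1, named after its value was seen, had a value of -0.63 (adjusted p = 0.0469). These regulators were not called as a group (median log2 fold change -0.25, camera adjusted p = 0.835). Without cKO 2 or without cKO 3, none passed the edgeR test in either direction, against 3 higher and 3 lower at an unadjusted p under 0.05 and 2 and 3 with DESeq2 in all 4 libraries; without WT 3, 5 were higher and 5 lower, and without WT 2 3 and 3.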

Of note, expression of Lc3b and Pink1^44^, key regulators of mitophagy, was markedly increased in cKO *Prx1*^*+*^ skeletal progenitors (Fig. 2c), suggesting enhanced mitophagy activity. These results suggest that *Ecsit* deletion in *Prx1*^*+*^ skeletal progenitors destabilizes the components of the MCIA and CI complexes while enhancing mitophagy activity. Accordingly, cKO *Prx1*^*+*^ skeletal progenitors displayed a significant decrease in mitochondrial numbers and transmembrane potential (Fig. 2d), in the ratio of mitochondrial to nuclear DNA levels (Fig. 2e), and in ATP production (Fig. 2f). Along with a decrease in basal and maximal mitochondrial oxygen consumption (Fig. 2g), cKO *Prx1*^*+*^ skeletal progenitors failed to respond to mitochondrial respiratory modulators, demonstrating the nearly complete absence of oxygen consumption rates (OCR, Fig. 2h). Of note, the glycolytic proton efflux rate was markedly upregulated in these cells, as shown by greater extracellular acidification rate (ECAR, Fig. 2i). However, enhanced glycolysis was incapable of compensating for the reduced ATP production by the damaged mitochondrial OXPHOS. In contrast to the involvement of glucose metabolism in RUNX2-mediated osteogenesis^45^, expression and transcription activity of RUNX2 were largely intact in cKO *Prx1*^*+*^ skeletal progenitors (Supplemental Fig. 5b, c), suggesting that ECSIT-mediated mitochondrial oxidative metabolism is dispensable for RUNX2-mediated osteogenesis.

**Fig. 2:**
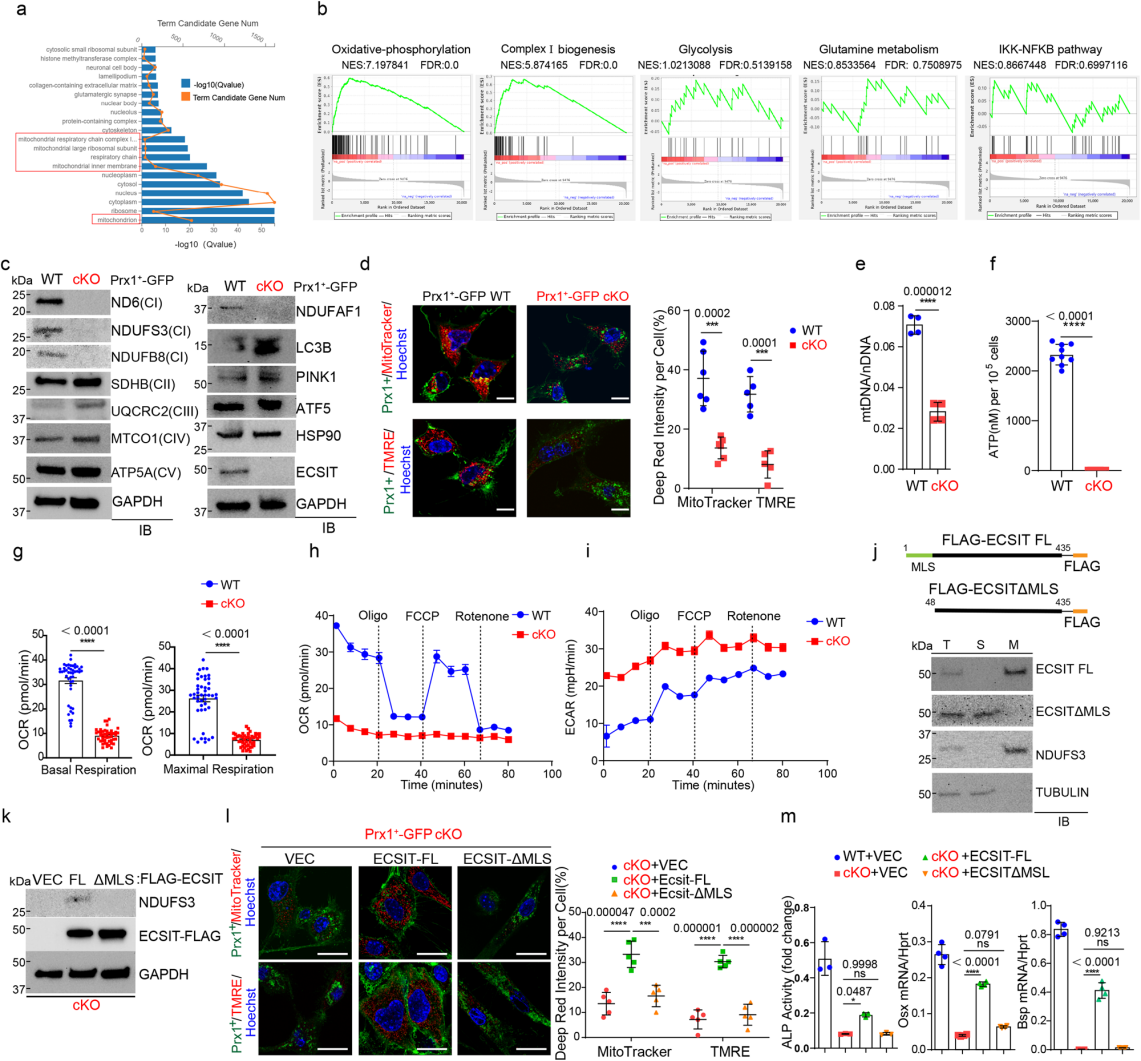
*Ecsit*-deficiency in skeletal progenitors impairs mitochondrial OXPHOS. **a**, **b** Gene ontology analysis showing biological processes with gene enrichment in cKO vs WT skeletal progenitors (**a**). Gene set enrichment analysis (GSEA) showing the enrichment of genes involved in OXPHOS, CI biogenesis, glycolysis, glutamine metabolism, and IKK-NFκB signaling (**b**). **c** Immunoblot analysis showing protein levels in cKO and WT skeletal progenitors. GAPDH was used for a loading control. **d** MitoTracker and TMRE staining (red) of GFP-expressing cKO and WT skeletal progenitors (green). DAPI was used for nuclear staining (**left**). The signal intensity of the stained cells was quantified using ImageJ software (**right**). (MitoTracker (WT), *n* = 6; MitoTracker (cKO), TMRE (WT, cKO), *n* = 5). **e** RT-PCR analysis showing the ratio of mitochondrial DNA (mtDNA, Ndufv1) to nuclear DNA (nDNA, 18s) in cKO and WT skeletal progenitors (*n* = 4). **f** Intracellular ATP levels in cKO and WT skeletal progenitors were measured by colorimetric analysis (*n* = 9). **g**–**i**. Seahorse assay showing a real time oxygen consumption rate (OCR, **g–h**) and extracellular acidification rate (ECAR, **i**) of cKO and WT skeletal progenitors before and after the addition of mitochondrial inhibitors (*n* = 46). **j** Diagram of constructs for ECSIT-full length and the mutant lacking mitochondrial localization sequence (MLS, 1-47 aa). A FLAG epitope tag was inserted into the C-terminus of ECSIT cDNA (**top**). Immunoblot analysis showing mitochondrial fractionation of FLAG-ECSIT proteins in cKO skeletal progenitors. **(bottom)**. T total, S soluble, M mitochondrial fraction. **k** Immunoblot analysis showing expression of FLAG-ECSIT proteins in AAV-transduced cKO skeletal progenitors. **l, m** MitoTracker or TMRE staining of vector control or FLAG-ECSIT-expressing cKO and WT skeletal progenitors and quantification of deep red signal intensity (**l**). AAV-transduced cells were cultured under osteogenic conditions and ALP activity and osteogenic gene expression were assessed (**m**, *n* = 4). A two-tailed unpaired Student’s *t*-test for comparing two groups (**d**, **e**, **f**, **g**) or ordinary one-way ANOVA with Dunnett’s multiple comparisons test (**l**,**m**). (**d**–**i**, **l**–**m**; data represent mean ± SD). Data (**e**, **f**, **g**, **m**) are representative of three independent experiments. Scale bars = **d (left), l**, 10 μm.

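Genes of protein synthesis were over-represented among the genes higher in the libraries labelled cKO. Of 79 cytosolic ribosomal protein genes 69 were higher (76 adjusted over the list alone; Fisher's exact test, adjusted p = 5.20e-47). Rps14, a protein of the small subunit, stood at 592 ± 269 CPM in the libraries labelled WT and 3297 ± 184 CPM in those labelled cKO (SD, n = 2), a log2 fold change of 2.48 (adjusted p = 0.0127), and Rpl39 of the large subunit rose from 195 to 903 CPM (2.21, adjusted p = 0.0135). Of 77 mitochondrial ribosomal protein genes 59 were higher (67 adjusted over the list alone; Fisher's exact test, adjusted p = 5.10e-34). Mrpl12 rose from 31.2 to 117 CPM (1.91, adjusted p = 0.0127), Mrpl14 from 16.0 to 62.0 CPM (1.95, adjusted p = 0.0129) and Mrps16 from 30.1 to 72.9 CPM (adjusted p = 0.0144). In both lists no gene was lower with edgeR, at an unadjusted p under 0.05 or with DESeq2. The same Fisher test gave an adjusted p of 3.98e-49 for the nuclear OXPHOS list, 3.47e-15 for complex I biogenesis, 1.00 for the IKK-NF-κB components and 1.00 for glycolysis, each against the other genes tested and for the higher genes only. Fisher's test takes the genes as independent. Camera called none of the 40 lists with an estimated correlation. That correlation was 0.963 for cytosolic and 0.763 for mitochondrial ribosomal proteins, far above the preset of 0.01. It rests on 2 libraries per label, so neither setting decides whether the calls hold. The adjusted p with an estimated correlation was 0.599 for the nuclear OXPHOS list and 0.600 for complex I biogenesis. By camera the adjusted p was 1.16e-25 for cytosolic and 5.71e-19 for mitochondrial ribosomal proteins (adjusted p = 0.599 and 0.599 with an estimated correlation). The unadjusted p of fry was 0.0730 and 0.0613. Both lists also parted the libraries labelled WT, with WT 3 above WT 2 by a median log2 difference of 0.97 and 0.60, and after the length correction 58 and 44 genes were higher. Without cKO 2 the counts were 31 and 10, and without cKO 3 33 and 9.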

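With all genes ranked by the sign and p of the edgeR test, from the highest in the libraries labelled cKO to the lowest, the OXPHOS genes stood near the high end, with a normalized enrichment score of 3.40 (adjusted p = 7.69e-04). The genes of complex I biogenesis had a score of 2.83 (adjusted p = 7.69e-04). Camera with the preset correlation called both lists (adjusted p = 4.40e-25 and 5.61e-14). With an estimated correlation camera called neither (adjusted p = 0.599 and 0.600), nor any of the 40 lists tested. Neither setting decides whether their calls hold. Glycolysis genes scored 1.10 (adjusted p = 0.399), the genes of glutamine metabolism -0.865 (adjusted p = 0.750) and the IKK-NF-κB components -1.22 (adjusted p = 0.268). These lists were written from textbook membership and are not the gene sets used for Fig. 2b. The scores come from fgsea with 10000 permutations of genes, which treats genes as independent and so describes the ranking rather than the spread between samples.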

Since ECSIT is localized on the membrane of mitochondria via an N-terminal mitochondria localization sequence (MLS, 1–48 aa)^32,46^, to investigate mechanistic actions of ECSIT in regulating mitochondrial OXPHOS, cKO *Prx1*^*+*^ skeletal progenitors were reconstituted with FLAG-tagged ECSIT full length (ECSIT-FL) or a MLS-deletion mutant (ECSIT-ΔMLS) that failed to localize to mitochondria via rAAV-mediated delivery (Fig. 2j). Enforced expression of ECSIT-FL, not the ECSIT-ΔMLS mutant, reversed alterations in expression of the CI subunit NDUFS3, mitochondrial numbers and transmembrane activity, and osteogenic potential in cKO *Prx1*^*+*^ skeletal progenitors (Fig. 2k–m). Thus, mitochondrial ECSIT regulates CI assembly and mitochondrial OXPHOS in *Prx1*^*+*^ skeletal progenitors, which in turn determines the osteogenic commitment and differentiation of skeletal progenitors.

To confirm these findings in vivo, a bone-targeting rAAV was used to express FLAG-tagged ECSIT-FL and ECSIT-ΔMLS proteins in *Ecsit*^*Prx1*^ mice (Fig. 3a). Given our previous report showing high transduction efficiency of the AAV9 serotype in osteoblast-lineage cells in vivo^47^, systemic delivery of AAV9 vector expressing mCherry to P1 *Prx1;Rosa*^*mT/mG*^ neonates was effective in transducing GFP-expressing *Prx1*^*+*^ osteoblast-lineage cells, including skeletal progenitors, osteoprogenitors, and mature osteoblasts, in both trabecular and cortical compartments of long bones in addition to lung, heart, liver, kidney, and skeletal muscle (Fig. 3b, c). AAV-mediated expression of FLAG-tagged ECSIT-FL and ECSIT-ΔMLS proteins in the femur and liver was confirmed (Fig. 3f, Supplemental Fig. 6). Remarkably, enforced expression of ECSIT-FL, but not a vector control or ECSIT-ΔMLS, markedly improved the survival rates of *Ecsit*^*Prx1*^ mice (Fig. 3d). The osteogenic activity of *Ecsit*^*Prx1*^ skeletal progenitors was recovered by ECSIT-FL expression (Fig. 3f–h), leading to recovery of bone formation and regeneration activity at multiple anatomic compartments. This led to an almost complete rescue of skeletal deformities in *Ecsit*^*Prx1*^ forelimbs and hindlimbs (Fig. 3e) and abnormal bone marrow compartment (Fig. 3f, left) and impaired fracture healing and periosteal bone formation of *Ecsit*^*Prx1*^ long bones (Fig. 3g, h). However, none of these phenotypes were improved by AAV-mediated expression of ECSIT-ΔMLS (Fig. 3d–h). As expression of ECSIT-FL, not ECSIT-ΔMLS, restored OCN^+^ mature osteoblasts and osteoblast-supporting CD31^+^EDMC^+^ type H endothelium^48^ in the fracture callus of *Ecsit*^*Prx1*^ long bones, fracture healing progressed normally in these mice (Fig. 3g, h). Restoring ECSIT levels in *Prx1*^*+*^ osteoblast-lineage cells, including skeletal progenitors, osteoprogenitors, and mature osteoblasts, reverses skeletal defects and retrieves bone regeneration during fracture in *Ecsit*^*Prx1*^ mice. Thus, ECSIT-mediated regulation of mitochondrial OXPHOS in skeletal progenitors is crucial for bone accrual, fracture repair, and bone marrow niche maintenance during early skeletal development.

**Fig. 3:**
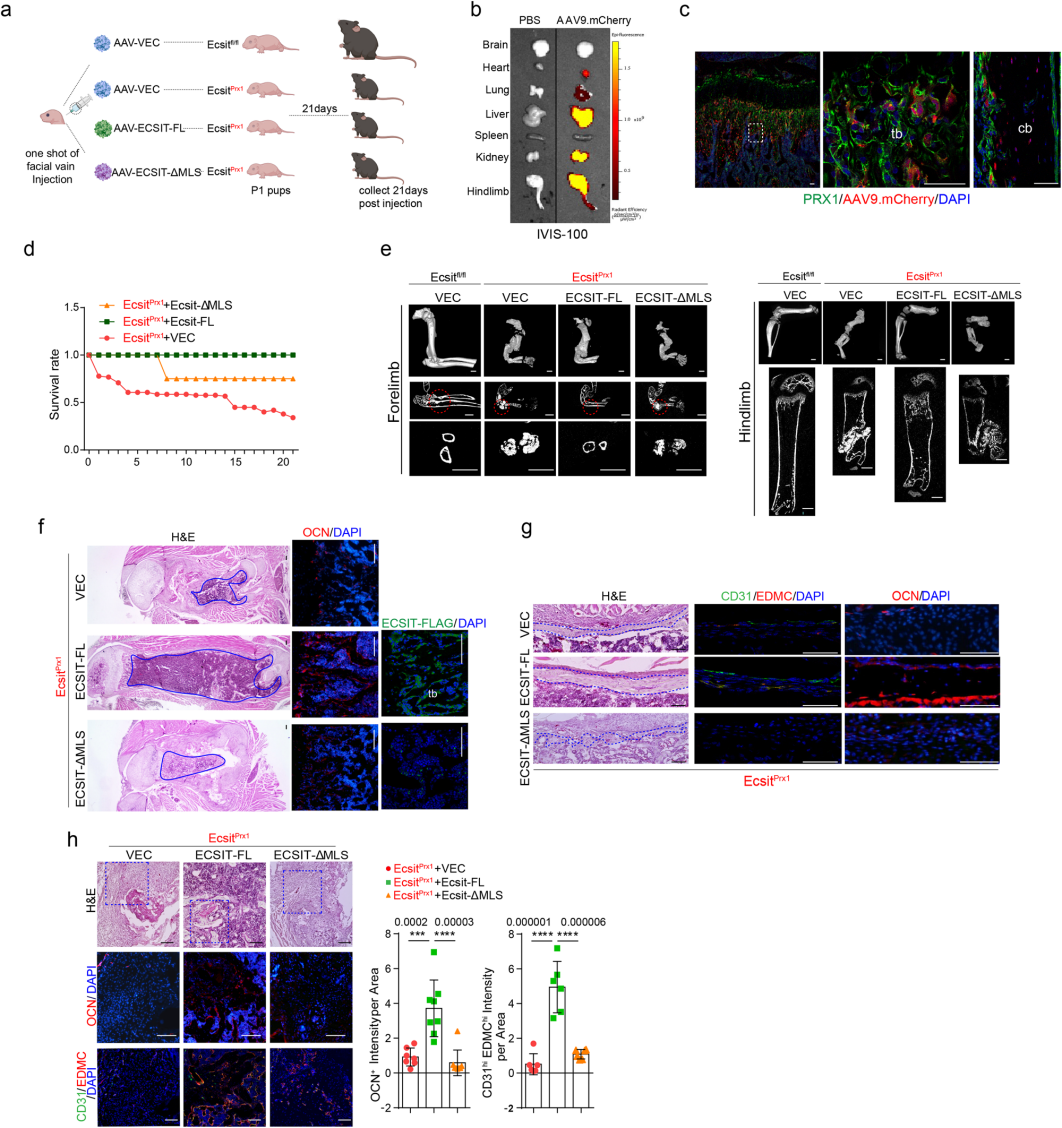
AAV-mediated expression of ECSIT reverses *Ecsit*^*Prx1*^ skeletal phenotypes. **a** Diagram summarizing the study and treatment methods. A single dose of 2 x 10^11^ genome copies (GCs) of rAAV9 vectors carrying control vector or FLAG-ECSIT constructs was injected into P1 *Ecsit*^*Prx1*^ neonates via the facial vein and musculoskeletal phenotypes were assessed 21 days post-injection (created with biorender.com). **b** Single dose of 2 x 10^11^ GCs of rAAV9 carrying mCherry was injected into P0 *Prx1;Rosa26*^*mTmG*^ neonates via facial vein and mCherry expression was monitored by IVIS-100 optical imaging 21 days post-injection. **c** rAAV9 vector carrying mCherry was injected into *Prx1;Rosa26*^*mTmG*^ neonates and 21 days later, mCherry expression was assessed by fluorescence microscopy of cryo-sectioned femurs. **d** Survival rate of AAV-treated *Ecsit*^*Prx1*^ mice up to 21 days post-injection (*n* = 6). **e** MicroCT analysis of the forelimbs **(left)** and hindlimbs **(right)** of P21 AAV-treated *Ecsit*^*fl/fl*^ and *Ecsit*^*Prx1*^ mice (*n* = 5–8). **f** Longitudinal sections of P21 AAV-treated *Ecsit*^*fl/fl*^ and *Ecsit*^*Prx1*^ femurs were stained for H&E (**left**) or immunostained for OCN (**middle**) or FLAG-ECSIT (**right**). Blue lines indicate the bone marrow area. **g** H&E staining (**left**) or immunofluorescence for CD31, EDMC, or OCN (**middle, right**) of diaphyseal cortical bones of P21 AAV-treated *Ecsit*^*fl/fl*^ and *Ecsit*^*Prx1*^ femurs. Blue lines indicate periosteum. **h** H&E staining (**top**) or immunofluorescence for CD31, EDMC (VEC, *n* = 7; ECSIT-FL, *n* = 8, ECSIT-MLS, *n* = 6), or OCN (*n* = 6, **middle, bottom**) of fracture sites of P21 AAV-treated *Ecsit*^*fl/fl*^ and *Ecsit*^*Prx1*^ femurs. Immunofluorescence intensity was quantified using ImageJ software. An ordinary one-way ANOVA with Dunnett’s multiple comparisons test (**h**; error bars, data represent mean ± SD). Data are representative of three independent experiments. Scale bars = **c**, 50 μm; **e**, 1 mm; **f**, **h**, 100 μm; **g**, 75 μm.

### ECSIT is dispensable of mitochondrial OXPHOS in committed skeletal cells

Since ECSIT is highly expressed in osterix (OSX)^+^ committed osteoprogenitors and dentin matrix acidic phosphoprotein 1 (DMP1)^+^ mature osteoblasts and osteocytes (Figs. 1a and 4a), the role of ECSIT in these cells were examined using conditional deletion with OSX-cre (*Ecsit*^*Osx*^) or DMP1-cre (*Ecsit*^*Dmp1*^) mice. mRNA and protein levels of *Ecsit* in these mice were examined by RT-PCR, immunoblot, and immunohistochemistry analyses, demonstrating lack of Ecsit expression (Fig. 4b, d, g). Remarkably, unlike *Ecsit*^*Prx1*^ mice, little to no gross skeletal phenotypes were seen in two-month-old *Ecsit*^*Osx*^ and *Ecsit*^*Dmp1*^ mice. Bone morphology, trabecular bone mass, and cortical bone thickness were all normal in the long bones of these mice (Fig. 4c, e, Supplemental Fig. 7). In addition, osteogenic differentiation and bone fracture healing were largely intact in the absence of Ecsit (Fig. 4f, Supplemental Fig. 8). These results suggest that ECSIT function is dispensable for the development of committed osteoblast-lineage cells, including *Osx*^*+*^ osteoprogenitors and *Dmp1*^*+*^ mature osteoblasts and osteocytes.

**Fig. 4:**
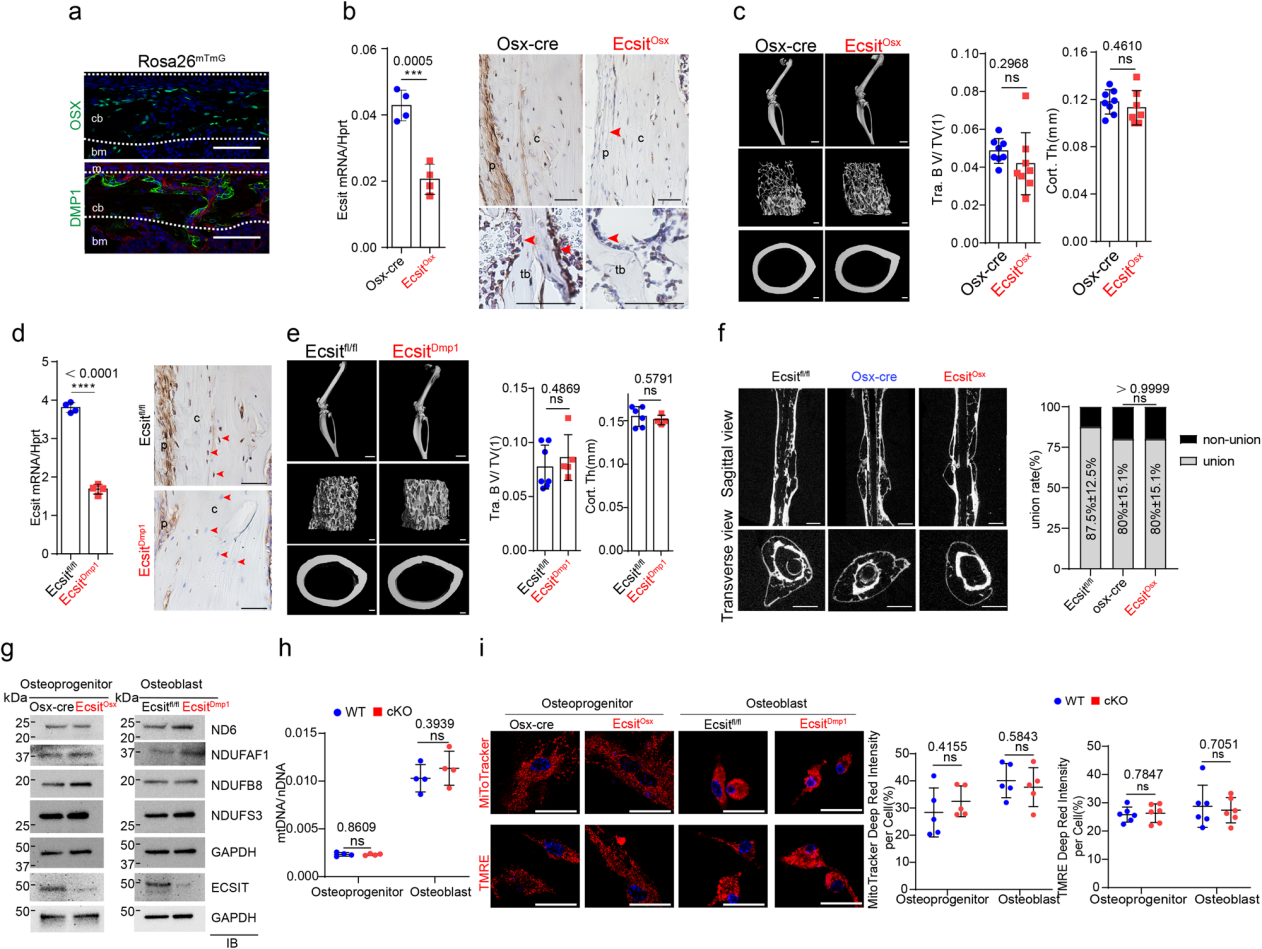
*Ecsit*^*Osx*^ and *Ecsit*^*Dmp1*^ mice show no skeletal phenotype and intact mitochondrial function. **a** GFP-expressing Osterix (OSX)-, DMP1-lineage cells residing in the diaphyseal periosteum of P1 *Osx-EGFP* and *DMP1-cre;Rosa26*^*mTmG*^ mice, respectively, were monitored by fluorescence microscopy. m: muscle, bm: bone marrow. **b**, **d** mRNA levels of *Ecsit* in tibia was examined by RT-PCR (*n* = 4, **left**). Immunohistochemistry showing ECSIT expression in 2-month-old *Ecsit*^*Osx*^, *Ecsit*^*Dmp1*^, and littermate control femurs (**right**). p: periosteum, tb: trabecular bone, c: cortical bone. Red arrows indicate *Osx*^*+*^ or *Dmp1*^*+*^ lineage osteoblasts or osteoctyes. **c**, **e** MicroCT analysis showing 3D-reconstruction images of hindlimbs, femoral trabecular and cortical bones of 2-month-old *Ecsit*^*Osx*^, *Ecsit*^*Dmp1*^ and littermate control mice (**left**), and the relative quantification of trabecular bone mass (Osx-cre, *Ecsit*^*Osx*^, *n* = 8; *Ecsit*^*fl/fl*^, *n* = 7; *Ecsit*^*Dmp1*^, *n* = 5) and cortical bone thickness (Osx-cre, *n* = 8; *Ecsit*^*Osx*^, *n* = 7; *Ecsit*^*fl/fl*^, *n* = 6; *Ecsit*^*Dmp1*^, *n* = 4, **right**). Osx-cre limbs were used as controls for *Ecsit*^*Osx*^ mice. **f** MicroCT analysis showing sagittal and transverse views of fracture sites of 2-month-old *Osx-cre*, *Ecsit*^*Osx*^, and *Ecsit*^*fl/fl*^ femurs 10 weeks after the surgery, and the relative quantification of fracture union rates (*n* = 5). **g**–**i** Osteoprogenitors and osteoblasts were isolated from *Osx-cre* and *Ecsit*^*Osx*^ calvaria and *Ecsit*^*fl/fl*^ and *Ecsit*^*Dmp1*^ long bones, respectively. Immunoblot analysis showing protein levels in the isolated cells. GAPDH was used as a loading control (**g**). A ratio of mtDNA (Ndufv1) to nDNA (18s) was assessed by RT-PCR (*n* = 4, **h**). Fluorescence microscopy shows MitoTracker- and TMRE-stained cells (**i, left**) and relative quantification of MitoTracker- (*n* = 5, **i**, **middle**) and TMRE-red signal intensity (*n* = 5, **i**, **right**). A two-tailed unpaired Student’s *t*-test for comparing two groups (**b**, **c**, **d**, **e**, **h**, **i**; error bars, data represent mean ± SD) or a Fisher’s exact test (**f**, *p* > 0.9999) was applied. Data are representative of three independent experiments. Scale bars = **a**, 75 μm; **b**, **d**, 100 μm; **c**, **e** (**left, top**) 2 mm; **c**, **e** (**left, middle and bottom**), 100 μm; **f**, 1 mm; **i** (**left**), 25 μm.

To gain insights on this mechanism, mitochondrial OXPHOS was examined in *Ecsit*^*Osx*^ osteoprogenitors and *Ecsit*^*Dmp1*^ mature osteoblasts. Unlike *Ecsit*^*prx1*^ skeletal progenitors, expression of the CI protein NDUFS3, ND6, and NDUFB8, and the MCIA subunit NDUFAF1 (Fig. 4g), the ratio of mitochondrial DNA to nuclear DNA (Fig. 4h), mitochondrial numbers and transmembrane potential (Fig. 4i) were all intact in these cells, suggesting that ECSIT function is dispensable for mitochondrial OXPHOS in *Osx*^*+*^ committed osteoprogenitors and *Dmp1*^*+*^ mature osteoblasts and osteocytes. Notably, while a similar decrease in ECSIT expression was observed among *Ecsit*^*Prx1*^ skeletal progenitors, *Ecsit*^*Osx*^ osteoprogenitors, and *Ecsit*^*Dmp1*^ osteoblasts, only *Ecsit*^*Prx1*^ cells showed a significant decrease in NDUFS3 expression (Supplemental Fig. 9). However, it cannot be fully excluded that inadequately deletion of *Ecsit* in osteoblasts may contribute to the lack of an observed phenotype. Thus, the role of ECSIT in controlling mitochondrial oxidative metabolism is context- and tissue-dependent.

### *Ecsit* deficiency in skeletal progenitors induces muscle atrophy

Accompanying the onset spontaneous fractures in *Ecsit*^*Prx1*^ mice is an onset of myopathy and muscle atrophy. Specifically, the size and weight of skeletal muscles, including tibialis anterior (TA) and gastrocnemius (GA) muscles, were dramatically decreased (Fig. 5a, b, Supplemental Fig. 10a). While muscle structure of *Ecsit*^*Prx1*^ neonates is grossly normal after birth (Fig. 5c, Supplemental Fig. 10b), *Ecsit*^*Prx1*^ mice gradually developed severe degeneration of skeletal muscle, as evident by significant decrease in mature myofibers, extracellular matrix in the interstitial space, and the expression of mature myoblast genes (Fig. 5d, e, Supplemental Fig. 10c). Despite a substantial decrease in total myocyte numbers in *Ecsit*^*Prx1*^ mice, the frequency of skeletal muscle-resident satellite cells^49^ (β-integrin^+^CXCR4^+^Sca1^-^CD45^-^CD11b^-^TER119^-^) and mesenchymal progenitors^50^ (Sca1^+^integrin α7^-^CD45^-^CD31^-^) was dramatically increased in *Ecsit*^*Prx1*^ muscle (Fig. 5f, Supplemental Fig. 11), indicating a defect in myoblast differentiation, but not the maintenance of muscle-resident stem cells. Of note, this phenotype does not result from the intrinsic effects of *Ecsit* deficiency in muscle cells, as shown by intact expression of *Ecsit* mRNA and protein in *Ecsit*^*Prx1*^ muscle (Fig. 5d, e). This is accompanied by fluorescence microscopy showing little to no Prx1-cre driven reporter activity in skeletal muscle cells of *Prx1-cre;Rosa26*^*mT/mG*^ mice (Fig. 5g). To directly test this, mice with targeted deletion of *Ecsit* in myoblast precursors (*Ecsit*^*Myf5*^) were generated, demonstrating little to no gross phenotypes in the skeletal muscle, bone, and bone marrow (Fig. 5h). Likewise, the expression of mature myoblast genes in the skeletal muscle of these mice was also normal (Fig. 5i). Additionally, primary human myoblast progenitors (17Ubic)^51^ with *Ecsit* knockdown were cultured under myogenic conditions, demonstrating no effect of *Ecsit*-deficiency on myoblast differentiation (Fig. 5j). As seen in *Osx*^*+*^ committed osteoprogenitors and *Dmp1*^*+*^ mature osteoblasts (Fig. 4g), deletion of *Ecsit* in myoblast progenitors did not affect expression of CI protein NDUFS3, the ratio of mitochondrial DNA to nuclear DNA, mitochondrial numbers and transmembrane potential while these cells showed a mild reduction in the MCIA subunit Ndufaf1 (Fig. 5k, l). These results suggest that ECSIT function is dispensable for mitochondrial OXPHOS for ATP production during myoblast differentiation. Thus, *Ecsit* deletion in *Prx1*^*+*^ skeletal progenitors, not muscle cells, is responsible for muscle atrophy in *Ecsit*^*Prx1*^ mice.

**Fig. 5:**
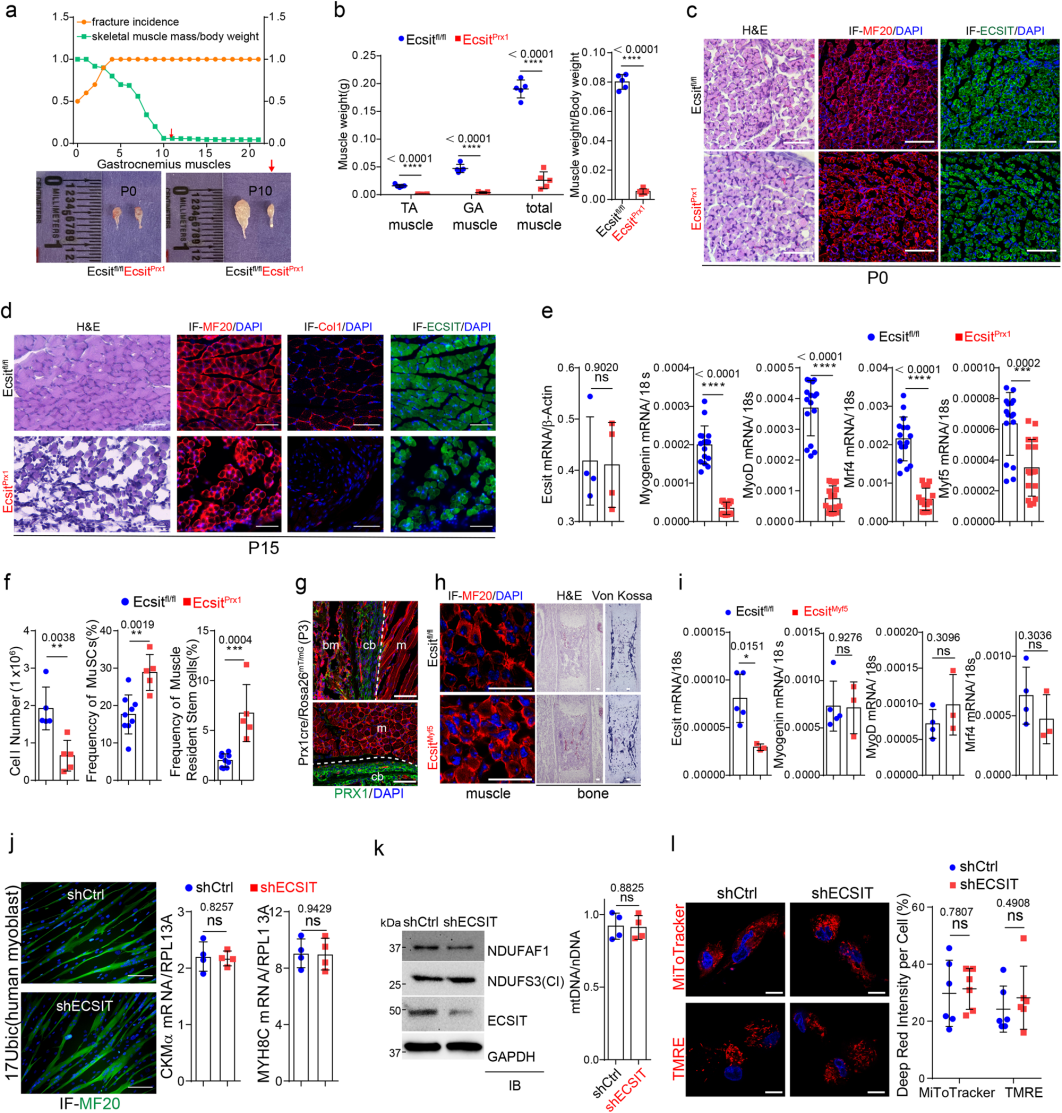
*Ecsit*^*Prx1*^ mice display skeletal muscle atrophy. **a** Graph shows the kinetics of fracture incidence and skeletal muscle weight of *Ecsit*^*Prx1*^ and *Ecsit*^*fl/fl*^ mice (*n* = 5, **left**). Representative macroscopic images of the gastrocnemius (GA) muscle at the age of P0 and P10 (**right**). **b** Quantification of skeletal muscle weight (**left**) and a ratio of skeletal muscle weight to body weight (**right**) are displayed (*n* = 5). **c**, **d** P0 (**c**) or P15 (**d**) *Ecsit*^*Prx1*^ and *Ecsit*^*fl/fl*^ tibialis anterior (TA) muscles were stained for H&E or immunostained for MF20, COL1α1, or ECSIT. **e** mRNA levels of myogenic genes in P10 *Ecsit*^*Prx1*^ and *Ecsit*^*fl/fl*^ TA muscles (*n* = 16). **f** Total cell number (*n* = 5) and flow cytometry analysis showing the frequency of muscle satellite cells (MuSCs) and skeletal muscle resident stem/progenitor cells (*Ecsit*^*fl/fl*^, *n* = 9, *Ecsit*^*Prx1*^, *n* = 5) in P10 *Ecsit*^*Prx1*^ and *Ecsit*^*fl/fl*^ GA muscles. Supplemental Fig. 11 demonstrates the gating strategy for this analysis. **g** GFP-expressing Prx1^+^ skeletal cells in P3 *Prx1-cre;Rosa26*^*mTmG*^ GA muscle. Red: Prx1^-^ bone marrow and muscle. **h**, **i** Tibialis anterior muscles or femurs of E21 *Ecsit*^*Myf5*^ and *Ecsit*^*fl/fl*^ embryos were stained for H&E, Von Kossa, or immunostained for MF20 (**h**). mRNA levels of *Ecsit* and myoblast genes in the skeletal muscle (**i**, *Ecsit*^*fl/fl*^, *n* = 4−5; *Ecsit*^*Myf5*^, *n* = 3). **j** Human 17Ubic myoblasts expressing control (shCtrl) or *ECSIT* shRNA (shECSIT) were cultured under myogenic conditions. 6 days later, expression of MF20 (green) and myogenic genes was assessed (*n* = 4). **k**, **l** Protein levels of NDUFAF1, ECSIT and NDUFS3 (**k**, **left**) or the ratio of mtDNA (Ndufv1) to nDNA (18s, **k**, **right**) in shCtrl or shECSIT-expressing 17Ubic cells. Fluorescence microscopy shows MitoTracker- and TMRE-stained cells and relative quantification of deep red signal intensity (*n* = 6, **l**). A two-tailed unpaired Student’s *t*-test for comparing two groups (**b**, **e**, **f**, **i**, **j**, **k**, **l**; error bars, data represent mean ± SD). Data are representative of three independent experiments. Scale bars = **c**, **d**, 60 μm; **g**, 75 μm; **h**, 30 μm; **j**, 100 μm; **l**, 10 μm.

To determine how skeletal fracture could lead to muscle atrophy, the migration of GFP-expressing *Ecsit*^*Prx1*^ skeletal progenitors into skeletal muscle was monitored at fracture sites. Wild-type mice undergoing fracture did not experience muscle degeneration, showing normal callus formation at 7- and 14-days post-fracture, and restriction of wild-type *Prx1-*lineage skeletal cells to the callus and not adjacent skeletal muscle (Fig. 6a). On the other hand, *Ecsit*^*Prx1*^ mice showed abnormal callus development and fibrotic tissue at fracture sites and failed to form periosteum, where *Ecsit*^*Prx1*^ skeletal progenitors migrated into the skeletal muscle and induced degeneration of myofibers (Fig. 6b). In non-fractured long bone showing normal muscle structure, *Ecsit*^*Prx1*^ skeletal progenitors were only detected inside the bone (Fig. 6c). Thus, impaired fracture healing and periosteal formation allow migration of *Ecsit*^*Prx1*^ skeletal progenitors to adjacent skeletal muscle, resulting in muscle atrophy. To directly test this hypothesis, conditioned media (CM) harvested from WT or cKO *Prx1*^*+*^ skeletal progenitors were added to cultures of human myoblast progenitors (17Ubic). These studies demonstrated a significant reduction in myoblast differentiation in the presence of cKO-CM compared to WT-CM (Fig. 6d). Transcriptome and RT-PCR analyses of FACS-sorted WT and cKO *Prx1*^*+*^ skeletal progenitors and SSCs revealed elevated levels of the soluble myogenic suppressor TGF-β1^52,53^ in cKO cells (Fig. 6e, f). 

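Tgfb1, the gene of the cytokine TGF-β1, stood at 29.1 ± 3.30 CPM in the libraries labelled WT and 26.4 ± 1.07 CPM in those labelled cKO (SD, n = 2). Its log2 fold change was -0.14 (standard error 0.21, adjusted p = 0.617 from edgeR), with a 95% interval from -0.61 to 0.33, and it did not pass the test with all 4 libraries or without any one of them. The gene (ENSMUSG00000002603.15) lies on the plus strand of chromosome 7 of GRCm38 from 25687002 to 25705077. Of 20 genes for TGF-β ligands, receptors and binding proteins 3 were lower in the libraries labelled cKO (3 adjusted over the list alone) and none was higher (1 at an unadjusted p under 0.05 and 1 with DESeq2, which called 5 lower). After correction for exon length 2 were higher and 2 lower. Smad7, which inhibits TGF-β signaling, fell from 104 to 47.7 CPM (log2 fold change -1.12, adjusted p = 0.0183). Thbs1, which can activate latent TGF-β, fell from 978 to 417 CPM (-1.23, adjusted p = 0.0320). Ltbp1, which binds latent TGF-β, fell from 284 to 148 CPM (-0.94, adjusted p = 0.0216), and its value was -0.36 (adjusted p = 0.157) with the length correction. Of 18 TGF-β target genes 1 was higher and 5 were lower (1 and 5 adjusted over the list alone; 4 and 7 with the length correction). Skil, a repressor of SMAD activity that TGF-β induces, fell from 122 to 37.3 CPM (-1.71, adjusted p = 0.0135). Other lower targets were Smad7, Bhlhe40 (-0.70) and Pmepa1 (-0.68, named after its value was seen). Acta2, smooth muscle actin, rose from 73.3 to 262 CPM (1.84, adjusted p = 0.0143), beside muscle markers whose summed level was 240.0 CPM in the libraries labelled cKO and 61.9 CPM in those labelled WT. Of 12 soluble inhibitors of muscle differentiation 2 were lower (2 adjusted over the list alone), Inhba (-1.04, adjusted p = 0.0176) and Fgf2 (-1.02, adjusted p = 0.0184), and none was higher (2 at an unadjusted p under 0.05 and 0 with DESeq2); with the length correction 3 were lower.

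**Figure D4:**
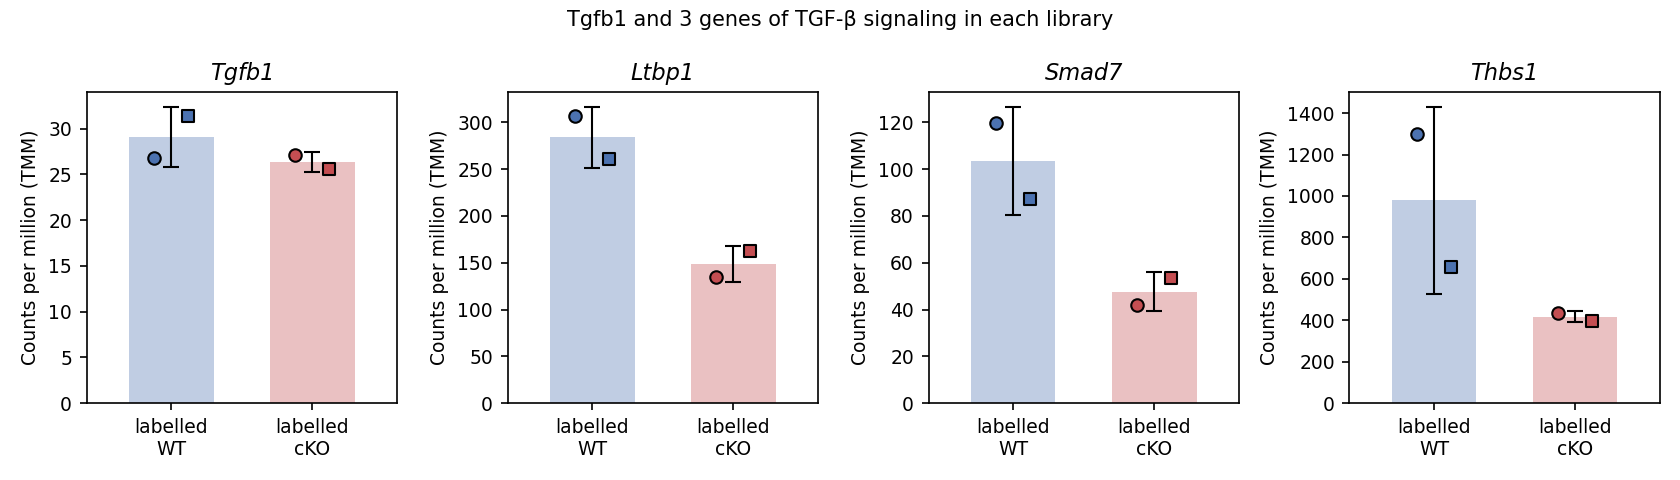
Levels in CPM (y axis) of Tgfb1, Ltbp1, Smad7 and Thbs1 in the libraries labelled WT and cKO; bars are means, error bars SD (n = 2), circles replicate 2 and squares replicate 3. Tgfb1 lies at 26.7 and 31.4 CPM in WT 2 and WT 3 and at 27.1 and 25.6 CPM in cKO 2 and cKO 3.

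None of these 3 groups was called by camera against the other genes tested, at adjusted p = 0.163, 0.259 and 0.781, but without WT 3 camera called the ligands, receptors and binding proteins as lower (adjusted p = 0.0152). Without cKO 2 or without cKO 3 no ligand, receptor, binding protein or muscle inhibitor passed, and of the targets 1 was higher and 1 lower. Without WT 3 the lower genes numbered 11, 9 and 3 in the 3 lists and the higher ones 2, 3 and 0, and without WT 2 they were 5, 6 and 4, and 2, 3 and 0.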

Since TGF-β1 expression was unchanged in satellite cells (MuSCs) isolated from the skeletal muscle of *Ecsit*^*Prx1*^ mice and *Ecsit*-deficient myoblast progenitors (Fig. 6f, g), cKO *Prx1*^*+*^ skeletal progenitors and SSCs, not MuSCs and myoblast progenitors, are likely to be major contributors of TGF-β1 expression in skeletal muscle. Accordingly, the TGF-β1 inhibitor SB-431542 almost completely reversed the ability of cKO-CM to suppress myoblast differentiation (Fig. 6d). Since the TGF-β pathway plays a role in the pathogenesis of skeletal muscle myopathies and its inhibition is considered for the treatment of skeletal muscle fibrosis^54^, TGF-β1 is likely to be an important factor mediating the myoblast suppressive activity of *Ecsit*^*Prx1*^ skeletal progenitors, though other pathways may contribute as well.

**Fig. 6:**
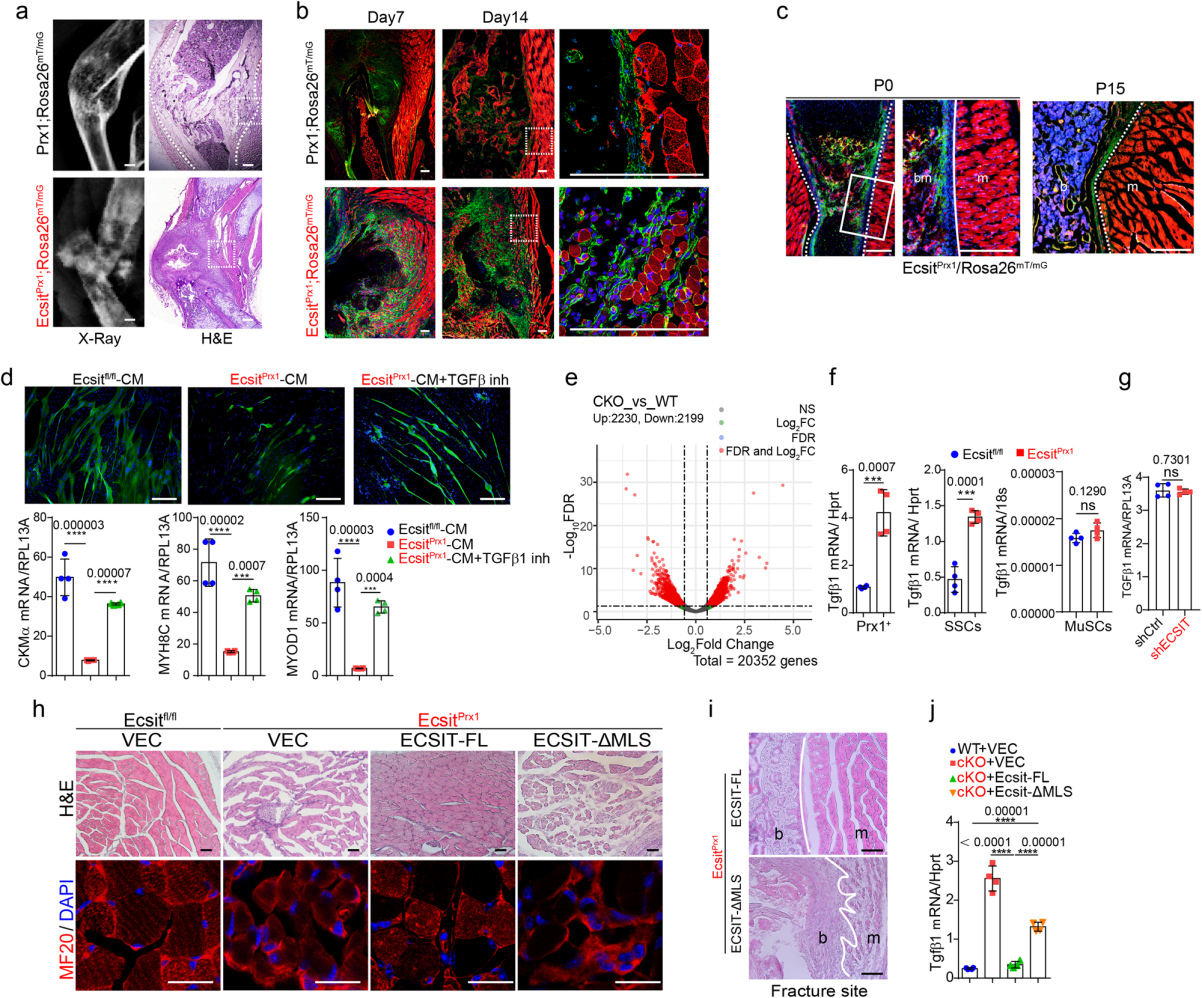
*Ecsit*^*Prx1*^ skeletal progenitors induce skeletal muscle degeneration. **a** X-radiography (**left**) and H&E staining (**right**) of P14 *Ecsit;*^*Prx1*^*Rosa26*^*mTmG*^ tibias with spontaneous fractures and 6-week-old *Prx1;Rosa26*^*mTmG*^ tibias 14 days post-fracture surgery. **b** Fluorescence microscopy showing GFP-expressing *Prx1*^*+*^ skeletal cells in P7 or P14 *Ecsit;*^*Prx1*^*Rosa26*^*mTmG*^ tibias with spontaneous fracture and 6-week-old *Prx1;Rosa26*^*mTmG*^ tibias 7- or 14-days post-fracture surgery. Red: *Prx1*^*-*^ tissues. **c** Non-fractured sites in P0 (**left**) or P15 (**right**) *Ecsit;*^*Prx1*^*Rosa26*^*mTmG*^ femurs, demonstrating intact skeletal muscle structure. Green: *Prx1*^*+*^ skeletal cells. Red: Prx1^-^ bone marrow and muscle. **d** Human 17Ubic myoblasts were cultured under myogenic conditions in the presence of conditioned medium (CM) harvested from the culture of FACS-sorted *Ecsit;*^*Prx1*^*Rosa26*^*mTmG*^ (cKO) and *Prx1;Rosa26*^*mTmG*^ (WT) skeletal progenitors. 5 days later, expression of MF20 (green) and myogenic genes was assessed (*n* = 4). Alternatively, cells were treated with the TGF-β1 inhibitor SB431542. **e** RNA sequencing was performed on FACS-sorted *Ecsit;*^*Prx1*^*Rosa26*^*mTmG*^ (cKO) and *Prx1;Rosa26*^*mTmG*^ (WT) skeletal progenitors. A volcano plot shows the gene expression for up/downregulated genes in cKO cells relative to WT cells. **f** mRNA levels of Tgf-β1 in FACS-sorted skeletal progenitors (**left**), SSCs (**middle**), or skeletal muscle satellite cells (MuSCs, **right**) (*n* = 4). **g** mRNA levels of Tgfβ1 in 17Ubic myoblast progenitors expressing control (shCtrl) or *ECSIT* shRNA (shECSIT) (*n* = 4). **h**, **i** AAV-treated *Ecsit*^*fl/fl*^ and *Ecsit*^*Prx1*^ TA muscles (P21) were stained for H&E (**h, top**) or immunostained for MF20 (**h, bottom**). H&E staining demonstrate intact cortical bone, periosteum, and skeletal muscle in *Ecsit*^*Prx1*^ mice expressing FLAG-tagged ECSIT-FL, not ECSIT-ΔMLS (**i**). White lines indicate the barrier between bone and skeletal muscle. **j** mRNA levels of Tgf-β1 in vector control or FLAG-ECSIT-expressing cKO and WT skeletal progenitors (*n* = 4). A two-tailed unpaired Student’s t-test for comparing two groups (**f, g**) or ordinary one-way ANOVA with Dunnett’s multiple comparisons test (**d, j**) (**d, f, i**, data represent mean ± SD). Data are representative of three independent experiments. Scale bars = **a**, **c**, 200 μm; **b**, **d**, 100 μm; **h**, 75 μm; **i**, 20 μm.

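Among called genes with a mean of at least 10 CPM in a group, symbols of Gm and Rik left out, genes of muscle and fat were among the 10 highest in the libraries labelled cKO, and Prox1, Egr4 and Col7a1 were the lowest. The highest of these was Bc1, a noncoding RNA, at 3.28 ± 2.32 CPM in the libraries labelled WT and 82.9 ± 18.0 CPM in those labelled cKO (SD, n = 2), a log2 fold change of 4.65 (adjusted p = 0.00926). Genes of muscle contraction and energy followed: Ckm, creatine kinase, at 3.66, Acta1, skeletal muscle actin, at 3.13, and the myosin light chains Myl1 and Mylpf at 3.05 and 2.88. Fabp4, a fatty acid binding protein, rose from 1.29 to 10.6 CPM (3.04, adjusted p = 0.0127), and Car3, a carbonic anhydrase, stood at 2.91 ± 1.67 against 17.9 ± 15.5 CPM (2.62), but did not pass with DESeq2 (adjusted p = 0.0525). Igfbp6, which binds IGF-II, rose from 33.2 to 197 CPM (2.57, adjusted p = 0.00926), and Clec2d and Mcrip2 had values of 2.78 and 2.49. Among the lowest, the transcription factor Prox1 fell from 10.9 to 0.781 CPM (-3.79, adjusted p = 0.0127), Egr4, an early growth response factor, from 36.5 to 2.74 CPM (-3.73, adjusted p = 0.00294), and Col7a1, a collagen of anchoring fibrils, from 119 to 9.44 CPM (-3.65, adjusted p = 0.00400). The nuclear receptor Nr4a3 had a value of -2.67 and Nfatc2, a calcium-regulated factor, one of -2.60, with Mir5125 at -3.39, Tfap2b at -2.91, Fry at -2.72 and Usp2 at -2.70.
In all, 2275 genes were higher and 2314 lower, and all of them also passed the paper's limit on the absolute fold change, since the smallest among them was 0.59. The biological coefficient of variation was 0.207. Without cKO 2, 1045 genes passed the test, without cKO 3 1262, without WT 2 5593 and without WT 3 8713.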

Intravenous administration of P1 *Ecsit*^*Prx1*^ neonates with bone-targeting rAAV9 expressing FLAG-tagged ECSIT-FL, not ECSIT-ΔMLS mutant, almost completely recovered degeneration of skeletal muscle (Fig. 6h). This was accompanied with little to no migration of *Ecsit*^*Prx1*^ skeletal progenitors expressing ECSIT-FL, not ECSIT-ΔMLS mutant, to the skeletal muscle (Fig. 6i). Finally, enforced expression of ECSIT-FL markedly decreased TGF-β transcription in FACS-sorted cKO *Prx1*^*+*^ skeletal progenitors while TGF-β expression was partially reversed by ECSIT-ΔMLS mutant (Fig. 6j), suggesting the presence of additional functional domain(s) within Ecsit regulating TGF-β expression. Thus, impaired OXPHOS in skeletal progenitors is likely to be responsible for muscle atrophy seen in *Ecsit*^*Prx1*^ mice. Taken together, ECSIT-mediated regulation of mitochondrial oxidative metabolism is a key determinant of the osteogenic commitment and differentiation of *Prx1*^*+*^ skeletal progenitors, governing musculoskeletal development and bone marrow niche functions.

## Discussion

Our study provides in vivo evidence showing the importance of mitochondrial oxidative metabolism in determining osteogenic commitment and differentiation of skeletal progenitors during early skeletal development. Despite emerging evidence suggesting an association of mitochondrial dysfunction and high oxidative stress in skeletal cells with skeletal disorders^17^, only few genetic models with mitochondrial OXPHOS defects have been successfully generated due to either embryonic lethality or the absence of any relevant phenotypes. Herein, we generated a mouse model with CI deficiency by conditionally deleting the key CI assembly factor *Ecsit* in various musculoskeletal cells. Deletion of *Ecsit* in *Prx1*^*+*^ skeletal progenitors disrupts mitochondrial OXPHOS for ATP production while enhancing glucose metabolism as a compensatory mechanism. Lack of OXPHOS activity ablates the osteogenic potential of skeletal progenitors, resulting in defects in skeletal development, bone marrow niche maintenance, and bone fracture repair. Surprisingly, breakdown of this regulatory circuit leads to the infiltration of *Prx1*^*+*^ skeletal progenitors into adjacent muscle, which induces myopathy mediated by TGF-β1 (Supplemental Fig. 12). This unexpected finding indicates that OXPHOS defects or TGF-β1 may be implicated in paired skeletal fragility/myopathy disorders, and there may be potential therapeutic targets in this context. Intriguingly, despite the requirement of mitochondrial localization of Ecsit in regulating mitochondrial oxidative metabolism in *Prx1*^*+*^ skeletal progenitors, our findings that cytosolic Ecsit (Ecsit-ΔMLS) can partially improve survival of *Ecsit*^*Prx1*^ mice and TGF-β1 expression in *Ecsit*^*Prx1*^ skeletal progenitors suggest the presence of additional functional domain(s) within Ecsit regulating survival and TGF-β1 expression. Further studies will be necessary to identify these functional domains in *Prx1*^*+*^ skeletal progenitors.

Glucose and glutamine metabolism and mitochondrial OXPHOS have been known as major pathways of energy metabolism regulating the production of ATP in osteoblast-lineage cells^24^. In particular, glucose and glutamine metabolism are prominent metabolic features of committed osteoblast-lineage cells^55–58^ and integral to collagen production and mineralizing activity by generating ATP and intermediate metabolites^59,60^. In contrast to our findings that ECSIT-mediated mitochondrial OXPHOS provides an energy source crucial to the osteogenic commitment and differentiation of *Prx1*^*+*^ skeletal progenitors during skeletal development, glutamine metabolism mainly contributed to biosynthesis and redox homeostasis, but not energy production, during bone remodeling. Of note, since amino-acid-transaminase-derived αKG is the critical downstream glutamine metabolite regulating proliferation of skeletal progenitors^29^, cell proliferation rates were largely not altered in *Ecsi*^*Prx1*^ skeletal progenitors with normal glutamine metabolism. Intriguingly, despite extensive studies showing that glucose is a major nutrient for osteoblast development, mice lacking the glucose transporter Glut1 in *Prx1*^*+*^ skeletal progenitors displayed impaired cartilage development without any alteration in skeletal mineralization^28^. This suggests that glycolysis is critical for chondrogenesis, not osteogenesis, of *Prx1*^*+*^ skeletal progenitors during skeletal development. Notably, *Ecsit*-deficiency in *Prx1*^*+*^ skeletal progenitors enhanced glucose metabolism as a compensatory mechanism while cartilage development occurred normally in *Ecsi*^*Prx1*^ mice. Thus, our data implies that mitochondrial OXPHOS, not glucose or glutamine metabolism, is the major energy-driving force for osteogenesis in skeletal progenitors and that it is, therefore, critical for skeletal development and the maintenance of musculoskeletal integrity. We note that reduced mitochondrial mass in *Ecsi*^*Prx1*^ skeletal progenitors also potentially results in a broader set of cellular abnormalities than just decreased ATP synthesis, as many TCA cycle metabolites, such as acetyl-CoA and α-ketoglutaric acid, have direct roles in lipid synthesis, protein acetylation, histone demethylation, and other processes^29,61,62^.

Since ECSIT function is dispensable for *Osx*^*+*^ committed osteoprogenitors and *Dmp1*^*+*^ mature osteoblasts and terminally differentiated osteocytes, glycolysis may offset this as glycolysis is the primary metabolic pathway for ATP production during the differentiation of committed osteoblast-lineage cells^59^. Further studies will be necessary to determine how ECSIT controls mitochondrial oxidative metabolism and osteogenic development in a context and tissue-dependent manner. Additional further studies are warranted to define the precise mechanisms by which mitochondrial OXPHOS impacts skeletal progenitors through other mitochondrial regulatory mechanisms, such as mitochondrial biogenesis, the degradation of damaged mitochondria via mitophagy, reactive oxygen species (ROS) generation, and mtDNA replication and/or transcription.

The unexpected finding that mitochondrial defects lead *Ecsit*^*Prx1*^ skeletal progenitors to infiltrate into muscle and mediate pathogenic TGF-β1 secretion, provides a new potential explanation for a number of clinical disorders that pair prominent or primary skeletal phenotypes with myopathy. For instance, Kearns Sayre Syndrome displays linked skeletal and myopathy phenotypes due to mitochondrial dysfunction, raising the possibility that the myopathy may be in part secondary to pathogenic infiltration of skeletal progenitors into adjacent muscle^20^. rAAVs have been considered the most promising viral vector for gene therapy^63^, as they have a clinical track record of being well tolerated and have the potential to efficiently mediate genetic modifications that can persist for years after a single treatment. Remarkably, AAV-mediated expression of full length Ecsit almost completely restored impaired mitochondrial OXPHOS and osteogenic potentials of *Ecsit*^*Prx1*^ progenitors, preventing musculoskeletal deformities of *Ecsit*^*Prx1*^ mice. Thus, our findings provide proof-of-concept demonstration for gene therapy of developmental skeletal disorders. Collectively, this study reveals a previously unappreciated role of mitochondrial oxidative metabolism in determining osteogenesis of skeletal progenitors and demonstrates a new gene therapy approach for mitochondrial diseases in the musculoskeletal system.

## Methods

### Mice

Mice were housed in a constant environment under a standard mouse chow diet (up to 5 mice per cage); ambient temperature of 21 ± 2 °C, circulating air, and constant humidity of 50 ± 10%, in a 12 h light, 12 h dark cycle. Mice were monitored every three days for the amount of their food and water intake and signs for distress. For signs of severe distress, including general malaise, severe cachexia, or more than 20% loss of body weight, humane euthanasia was performed in consultation with veterinary staff. Mice were euthanized in a carbon dioxide chamber, followed by cervical dislocation. Neonates were euthanized by decapitation. *Ecsit*^*fl/fl*^ mice were generated as previously described and maintained on a C57BL/6J background^46^. Cre deleter mice (C57BL/6J) that express Cre recombinase under the control of the prx1 promoter (Prx1-cre), the osterix promoter (Osx-cre), and the dmp1 promoter (Dmp1-cre) were purchased from The Jackson Laboratory. To label Cre-expressing cells, *Ecsit*;^*fl/fl*^*Prx1-cre* mice were further crossed with *Rosa*^*mT/mG*^ cre reporter mice (C57BL/6J)^64^. Mouse genotypes were determined by PCR on tail genomic DNA and primer sequences are available upon request. Control littermates were used and analyzed in all experiments. A phenotypic summary of *Ecsit*^*Prx1*^ mice is described in Supplemental Table 1. All animals were used in accordance with the NIH Guide for the Care and Use of Laboratory Animals and were handled according to protocols approved by the University of Massachusetts Medical School Institutional Animal Care and Use Committee (IACUC).

### Generation of rAAV vectors

DNA sequences for ECSIT-FL and ECSIT-ΔMSL were synthesized as gBlocks, cloned into the intronic region of the pAAVsc-CB6-Egfp plasmid at the restriction enzyme sites (PstI and BglII)^65^, and packaged into an AAV9 capsid. rAAV production was performed by transient transfection of HEK293 cells, purified by CsCl sedimentation, titered by droplet digital PCR (ddPCR) on a QX200 ddPCR system (Bio-Rad) using the Egfp prime/probe set as previously described^47,65^. The sequences of gBlocks and oligonucleotides for ddPCR and are listed in Supplemental Table 2.

### MicroCT, radiography, and skeletal preparation

MicroCT was used for qualitative and quantitative assessment of trabecular and cortical bone microarchitecture and performed by an investigator blinded to the genotypes of the animals under analysis. Femurs excised from the indicated mice were scanned using a microCT 35 (Scanco Medical) with a spatial resolution of 7 μm. For trabecular bone analysis of the distal femur, an upper 2.1 mm region beginning 280 μm proximal to the growth plate was contoured. For cortical bone analysis of the femur and tibia, a midshaft region of 0.6 mm in length was used. MicroCT scans of forelimbs and hindlimbs were performed using isotropic voxel sizes of 12 μm. 3D reconstruction images were obtained from contoured 2D images by methods based on distance transformation of the binarized images. All images presented are representative of the respective genotypes (*n* = 5–8).

X-radiographic images of whole body and hindlimbs were taken by the Trident Specimen Radiography System (Hologic, Inc.).

Skeletons were prepared for gross morphology analysis using the McLeod method, as previously described^66^. Briefly, mice were sacrificed, skinned, eviscerated, and fixed in 95% ethanol for one day. Then, skeletons were stained by alizarin red s and alcian blue solutions (Sigma, A3157) and sequentially cleared in 1% potassium hydroxide. All images presented are representative of the respective genotypes (*n* = 3–5).

### Histology, immunofluorescence, and immunohistochemistry

Histological analysis was performed on liver and hindlimbs, and skeletons and skeletal muscles were dissected from mice fixed in 4% PFA for one day, and decalcified by daily changes of 15% tetrasodium EDTA for one to two weeks. Tissues were dehydrated by passage through an ethanol series, cleared twice in xylene, embedded in paraffin, and sectioned at 5 μm thickness along the coronal plate from anterior to posterior. Decalcified femoral sections were stained with hematoxylin and eosin (H&E) or safranin O. Alternatively, intact hindlimbs containing bones and skeletal muscles were immediately fixed in ice-cold 4% paraformaldehyde solution for one day for histological analysis of skeletal muscles. Semi-decalcification was carried out for five days in 0.5 M EDTA pH 7.4 at 4 °C with constant shaking (age ≥1 week), and infiltration was followed with a mixture of 20% sucrose phosphate buffer for one day. All samples were embedded in a 50/50 mixture of 25% sucrose solution and OCT compound (Sakura) and cut into 10 μm thick cross sections using a cryostat (Leica Microsystems, USA).

Immunofluorescence staining and analysis were performed, as described previously^8^. Briefly, after treatment with 0.2% Triton X-100 for 10 min, cryosections were blocked with 5% donkey serum at room temperature for 30 min and incubated overnight at 4 °C with primary antibody and then visualized with fluorescence-conjugated secondary antibody (1:400, Molecular Probes). Nuclei were counterstained with 4–6,diamidino-2-phenylindole (DAPI). An Olympus IX81 confocal microscope or Leica TCS SP5 II Zeiss LSM-880 confocal microscope or EVOS epifluorescence microscope was used to image samples. Osteocalcin (OCN, sc-365797, Santa Cruz Biotechnology, 1:100), ECSIT (HPA042979, Sigma,1:100), ECSIT (gifted from Dr. Sankar Gosh, Columbia University), NDUFS3 (43–9200, Invitrogen,1:100), CD31/PECAM-1 (AF3628, R&D systems, 1:50), Endomucin (sc-65495, Santa Cruz Biotechnology, 1:100), COL1A1 (A1352, ABclonal, 1:50), MF20 (AB_2147781, DSHB, 1:100) and anti-FLAG-tag (MA1-142-A488, Sigma-Aldrich, 1:100) were used for primary antibodies.

For immunohistochemistry, paraffin sections were dewaxed and stained according to the manufacturer’s directions, using the Discovery XT automated IHC stainer (Ventana Medical Systems, Inc., Tucson, AZ, USA). CC1 standard (pH 8.4 buffer contained Tris/Borate/EDTA) and inhibitor D (3% H_2_O_2_, Endogenous peroxidase) were used for antigen retrieval and blocking, respectively. Sections were incubated with antibodies specific to ECSIT (A7804, ABclonal,1:200) for 40 min at 37 °C, and a secondary antibody for 20 min at 37 °C. Subsequently, they were incubated in SA-HRP D for 16 min at 37 °C and then DAB + H_2_O_2_ substrate for 8 min, followed by hematoxylin and bluing reagent counterstain at 37 °C. Reaction buffer (pH 7.6 Tris buffer) was used as washing solution. Stained samples were visualized using an Aperio virtual microscope (Leica Microsystems, USA) and images of the sample were analyzed by the Aperio image scope program (ver. 12.3.2.8013, Leica Microsystems, USA).

### Human myoblast and mouse osteoblast and osteoclast differentiation

Human primary myoblasts 17Ubic were kindly gifted from Dr. Charles P Emerson at UMass Chan Medical school. Informed consent was obtained from the patients who donated tissue for the production of cell lines. IRB protocols were approved by UMass Chan Medical School (H00006581-10 and H00006581-11) and by Kennedy Krieger Institute (B0410080117). For human myoblast differentiation, human primary myoblasts 17Ubic^51^ were cultured in growth medium (20% FBS,0.5% CEE and 1.2 mM CaCl_2_ in Ham’s F10 medium) and plated into a collagen-coated 100 mm Petri-dish. To induce myogenic differentiation and fusion, cells were cultured in growth medium until >95% confluency and changed with differentiation medium (OPTI-MEM). Knockdown of ECSIT expression in 17Ubic cells was performed using lentivirus-mediated delivery of human *ECSIT* shRNA hairpins and knockdown efficiency was confirmed by immunoblotting. Alternatively, conditioned medium was harvested from cultured *Ecsit*;^*+/+*^*Prx1-Cre;Rosa*^*mT/mG*^ or *Ecsit*;^*fl/fl*^*Prx1-Cre;Rosa*^*mT/mG*^ skeletal cells and added to 17Ubic cells. 6 days after myogenic culture (30% conditioned medium + 70% myogenic differentiation medium), myoblast differentiation was analyzed by immunofluorescence for MF20 and RT-PCR for myogenic gene expression. The ALK inhibitor SB-431542 (S4317) was purchased from Sigma-Aldrich and added to the culture at a final concentration of 1 µM.

For mouse osteoblast differentiation, GFP-expressing *Prx1*^*+*^ skeletal cells were FACS-sorted from P1 *Ecsit*;^*+/+*^*Prx1-Cre;Rosa*^*mT/mG*^ and *Ecsit*;^*fl/fl*^*Prx1-Cre;Rosa*^*mT/mG*^ neonates using cell surface markers (CD45^-^Tie2^-^Ter119^-^). 6 days after osteogenic culture, skeletal cells were fixed with10% neutral formalin buffer and stained with the solution containing Fast Blue (Sigma-Aldrich, FBS25) and Naphthol AS-MX (Sigma-Aldrich, 855) to assess alkaline phosphatase (ALP) activity. Subsequently, cells were washed and incubated with a solution containing 6.5 mM Na2CO3, 18.5 mM NaHCO_3_, 2 mM MgCl_2_, and phosphatase substrate (Sigma-Aldrich, S0942), and ALP activity was measured by spectrometer (BioRad). Finally, cell survival was analyzed by staining with Alamar Blue solution (DAL1100, Invitrogen).

For osteoclast differentiation, bone marrow cells were flushed from long bones of two-month-old *Ecsit*^*fl/fl*^ mice and cultured in the presence of 10 ng/ml M-CSF (R&D systems) to obtain bone marrow-derived macrophages (BMMs). Twenty-four hours later, the non-adherent cells were re-plated, cultured in the medium containing 20 ng/ml of M-CSF for 3 days, and then 10 ng/ml of RANKL were added to induce osteoclast differentiation. Twelve hours later, BMMs were treated with rAAV9 vectors expressing control vector or Cre recombinase, cultured in the presence of 20 ng/ml of M-CSF and 10 ng/ml of Rank ligand for 6 days, and osteoclast differentiation was analyzed by TRAP staining and RT-PCR analysis.

### Quantitative RT-PCR and immunoblotting

Fresh tibialis anterior (TA) muscle and gastrocnemius (GA) muscle tissues were dissected and homogenized mechanically in QIAzol (QIAGEN) to isolate total RNA samples. cDNA was synthesized using the HighCapacity cDNA Reverse Transcription Kit from Applied Biosystems. Quantitative RT-PCR was performed using SYBR® Green PCR Master Mix (Applied Biosystems) with QuantStudio (TM) 6 Flex System (Applied Biosystems). The primers used for PCR are described in Supplemental Table 2.

For immunoblotting analysis, cells were lysed in TNT lysis buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, 1 mM EGTA, 50 Mm NaF, 1 mM Na_3_VO_4_, 1 mM PMSF, and protease inhibitor cocktail (Sigma-Aldrich), and protein amounts from cell lysates were measured using the DC protein assay (BioRad). Equivalent amounts of proteins were subjected to SDS-PAGE, transferred to Immunobilon-P membranes (Millipore), immunoblotted with antibodies specific to ECSIT (HPA042979, Sigma,1:1000), ECSIT (a gift from Dr. Sankar Gosh, Columbia University), NDUFS3 (43–9200, Invitrogen, 1:1000), PINK1 (BC100, Novus Biologicals, 1:1000), LC3B (2775S, Cell Signaling Technology, 1:1000), ND6 (NBP2–94464, Novus Biologicals, 1:1000), NDUFAF1 (PA5–59051, Thermofisher, 1:1000), HSP90 (4877s, Cell Signaling Technology, 1:1000), RUNX2 (sc-390351, Santa Cruz Biotechnology,1:1000) and developed with ECL (Thermo Fisher Scientific). Immunoblotting with anti-GAPDH antibody (CB1001, Emd millipore, 1:1000) was used as a loading control. Anti-OXPHOS Cocktail Kit was purchased from ThermoScientific (458099, 1:250).

### RNA sequencing and whole transcriptome analysis

RNA-seq analysis was performed using OneStopRNAseq^67^. Specifically, FastQC^68^ and MultiQC^69^ were used for raw read quality control and QoRTs^70^ for post-alignment quality control. Paired-end reads were aligned to mouse genome mm10, with star_2.7.5a, annotated with gencode.vM25.primary_assembly annotation^71^. Aligned exon fragments with mapping quality higher than 20 were counted toward gene expression with featureCounts_2.0.0^72^ with default settings except for the following parameters ‘-Q 20–minOverlap 1–fracOverlap 0 -p -B -C’. Differential expression (DE) analysis was performed with DESeq2_1.28.1^73^. Within DE analysis, ’ashr’ was used to create log2 Fold Change (LFC) shrinkage for each comparison. Significant DE genes (DEGs) were filtered with the criteria FDR <0.05 and absolute log2 fold change (|LFC|) >0.585. Gene set enrichment analysis was performed with GSEA^74^.

### Flow cytometry analysis

Bone marrow cells and splenocytes were isolated from p10 *Ecsit*^*Prx1*^ and *Ecsit*^*fl/fl*^ mice. After incubation with red blood cells (RBC) lysis buffer containing NH_4_Cl, KHCO_3_, and EDTA), cells were passed through a 40 μm cell strainer, washed with FACS buffer (cold PBS (pH 7.2) containing 0.5% BSA (Fraction V) and 1 mM EDTA), and stained with mouse hematopoietic lineage antibody Cocktail (a mixture of antibodies against CD3, CD4, CD8, B220, Gr-1, CD11b and Ter119, 88–7772-72, Invitrogen, 1:100) and antibodies for cKit (12-1171-83, Invitrogen, 1:100) and Sca-1 (17-5981-82, Invitrogen, 1:100) for 30 min at 4 ˚C, washed with PBS, then 7-amino-actinomycin D (7AAD, 00-6993-50, Invitrogen, 1:1000) was added right before flow cytometry analysis to stain dead cells. Alternatively, cells were stained with Gr-1 (11-5931-85, Invitrogen, 1:100), B220 (48-0452-82, Invitrogen, 1:100), CD3ε (17-0031-82, Invitrogen, 1:100), CD11b (12-0112-82, Invitrogen, 1:100) to analyze immune cell populations. After washing three times, cells were re-suspended in cold PBS (pH 7.2) with 1 mM EDTA and analyzed with a LSRII (BD Biosciences) with the exclusion of 7AAD^+^ cells and doublets.

For flow cytometry analysis of muscle satellite cells, skeletal muscle tissues were dissected from P15 *Ecsit*^*Prx1*^ and *Ecsit*^*fl/fl*^ hindlimbs and after 1 h enzymatic digestion at 37 °C, cells were stained with the following antibodies. CD45 (103103, BioLegend, 1:100), CD11b (101203, BioLegend, 1:100), Ter119 (116203, BioLegend, 1:100), Sca1 (108143, BioLegend, 1:100), integrin β-1 (102205, BioLegend, 1:100) and CXCR4 (146507, BioLegend, 1:100) for muscle-resident satellite cell staining while CD31 (102503, BioLegend, 1:100), CD45 (103103, BioLegend, 1:100), integrin-α7 (130-123-833, Miltenyi Biotec, 1:100), Sca1(108143, BioLegend, 1:100) for staining of skeletal muscle resident stem/progenitor cells. Ghost Dye (13–0865, Tonbo Biosciences, 1:100) was used to stain dead cells.

For flow cytometry analysis of skeletal stem cells, P1 *Ecsit*^*Prx1*^ and *Ecsit*^*fl/fl*^ limbs were dissociated by mechanical and enzymatic digestion (1mg/ml of Collagenase D (11088866001, Sigma-Aldrich), 2 mg/ml of Dispase II (4942078001, Roche), 1 mg/ml of Hyaluronidase (H3506, Sigma-Aldrich) and 10000 unit/ml of DNase I (4716728001, Roche) for 1 hour at 37 °C under gentle agitation. After blocking with purified rat anti-mouse CD16/CD32 (101302, BioLegend, 1:100) for 1 hour on ice, cells were stained with Biotin-conjugated CD45 (103103, BioLegend, 1:100), Tie2 (124005, BioLegend, 1:100) and Ter119 (116203, BioLegend, 1:100) with BV421-conjuated streptavidin (405226, BioLegend, 1:100), PE-conjugated CD51(104105, BioLegend, 1:100), BV605-conjugated Thy1.1-2 (140317, BioLegend, 1:100), APC-conjugated CD200 (123809, BioLegend, 1:100), FITC-conjugated LY51 (108305, BioLegend, 1:100) and PE/Cy7-conjugated CD105 (120409, BioLegend, 1:100) for 45 min on ice. The grating strategy of flow cytometer to analyze skeletal progenitors is described in Supplemental Fig. 3. Alternatively, cells were isolated from P1 *Ecsit*;^*+/+*^*Prx1-Cre;Rosa*^*mT/mG*^, and *Ecsit*;^*fl/fl*^*Prx1-Cre;Rosa*^*mT/mG*^ limbs and stained with CD45, Tie2, and Ter119. After washing three times, cells were re-suspended in cold PBS (pH 7.2) with 1 mM EDTA and 1 µg/ml DAPI and sorted with a FACSAria II SORP cell sorter (Becton Dickinson) with exclusion of DAPI^+^ cells and doublets.

### Bone fracture

Bone fracture surgery was performed on 10-week-old male *Osx-cre*, *Ecsit*^*Osx*^, and *Ecsit*^*fl/fl*^ mice. A longitudinal skin incision was made along the lateral aspect of the thigh from the stifle joint to the hip. The lateral aspect of the femur was exposed by parting the vastus lateralis muscle and the rectus femoris muscle to expose the length of the femur while preserving the femoral nerve. The middle of the femoral shaft was excised with a surgical saw. Intramedullary fixation was performed with a 25G needle penetrating from the patella furrow of the distal femur to the greater trochanter tip of the femur. Both ends of the needle were bent and then cut with a wire cutter, leaving 1 mm. Fascia was sutured using a 4/0 Vicryl suture, and then skin was closed using a 4/0 Nylon suture. Radiographs of the injured legs were performed to monitor fracture healing 2 weeks post-surgery. Ten weeks later, microCT and histology were performed for skeletal analyses. Alternatively, 6 week-old *Prx1;Rosa26*^*mTmG*^ mice, while still under surgical plane of anesthesia, were placed into an Einhorn Device to create a closed femoral fracture^75^, which was then confirmed by radiography. Nonunion fracture was defined as failure of bridging callus on anteroposterior and lateral fractured cortical bones by coronal and sagittal reconstruction view of microCT and radiography. Fracture unionization was defined as osseous consolidation evident on reconstruction view of microCT and radiography.

### AAV-mediated expression of ECSIT proteins in mice

A single dose of rAAV9 vectors carrying control vector or FLAG-ECSIT constructs (2 x 10^11^ GC, 50 μl) was randomly injected into P1 *Ecsit*^*fl/fl*^ and *Ecsit*^*Prx1*^ neonates via the facial vein and 21 days later, skeletal and muscular phenotypes were assessed using X-ray, microCT, and histology. Alternatively, a single dose of rAAV9 vector carrying mCherry (2 x 10^11^ GC, 50 μl) was injected into P1 *Prx1;Rosa26*^*mTmG*^ neonates via facial vein. Twenty-one days later, mCherry expression in individual tissues and the cryosectioned bone and its adjacent muscle were monitored by the IVIS-100 optical imaging and fluorescence microscopy, respectively.

### Mitochondrial fractionation

Human bone marrow-derived stromal cells (BMSCs) were purchased from ScienCell Inc. (Cat #: 7500). Cells were resuspended in mitochondria buffer (70 mM sucrose, 1 mM EGTA, 210 mM sorbitol, 10 mM MOPS [pH 7.4])^41^ and then, the supernatant was collected after centrifugation for 10min (450g, 4 °C). For total fraction, 54 ul of the supernatant was collected after centrifugation for 10 min (550 g, 4 °C). The rest of supernatant was further centrifuged at 9500g for 10min at 4 °C and then, the supernatant was collected for the cytosol fraction. For mitochondria fraction, the pellet was resuspended in mitochondrial buffer, incubated on ice for 15 min, and centrifuged at 500 g for 10 min at 4 °C. The supernatant was further centrifuged at 9500g for 10min at 4 °C. Finally, the pellet was collected and resuspended in 54 ul mitochondria buffer as mitochondria fraction.

### Statistical analysis

All data were presented as the mean ± SD. Sample sizes were calculated on the assumption that a 30% difference in the parameters measured would be considered biologically significant with an estimate of sigma of 10–20% of the expected mean. Alpha and Beta were set to the standard values of .05 and 0.8, respectively. No animals or samples were excluded from analysis, and animals were randomized to treatment versus control groups, where applicable. For relevant data analysis, where relevant, we first performed the Shapiro-Wilk normality test for checking normal distributions of the groups. If normality tests passed, two-tailed, unpaired Student’s *t*-test were used, but if normality tests failed, Mann-Whitney tests were used for the comparisons between two groups. For the comparisons of three or four groups, we used one-way ANOVA if normality tests passed, followed by Tukey`s multiple comparison test for all pairs of groups. If normality tests failed, Kruskal–Wallis test was performed and was followed by Dunn`s multiple comparison test. For the comparison of two proportions, we performed Fisher’s exact test. The GraphPad PRISM software (v.9.4.1, La Jolla, CA) and Microsoft Office Excel 2016 were used for statistical analysis. ns, not significant; *P* < 0.05 was considered statistically significant. *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

## Data Availability

Data supporting the findings of this manuscript are available from the corresponding author upon request. The raw data are protected and are not available due to data privacy laws. However, the processed data generated in this study are provided in the Supplementary Information and Source Data file. In addition, the RNA-seq data generated in this study has been deposited in the NCBI database under accession code GSE214454. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

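The data are gene counts from 4 RNA sequencing libraries of FACS-sorted Prx1-lineage skeletal progenitors of newborn mice, 2 labelled WT and 2 labelled cKO, with no libraries numbered 1 in the deposited table. The unit is the raw count per gene, with no normalization, and the libraries were not pooled. The paper's methods describe alignment to the mouse genome mm10 with STAR and the GENCODE vM25 annotation, and counting of exon fragments of high mapping quality with featureCounts. The submitters' notes name STAR 2.6.1b, HTSeq 0.11.3, DESeq2 1.28.1 and GRCh38.p12, and the table itself does not state which pipeline made it. Of its gene identifiers 99.5% are in GENCODE vM21 on GRCm38, the annotation at hand, from which gene positions, gene types and exon lengths were taken.
Total counts ran from 18266573 to 20152872, with 26275, 26084, 23362 and 23543 genes detected in WT 2, WT 3, cKO 2 and cKO 3. No 2 libraries were copies of each other: the Pearson correlation of log2 CPM across genes was 0.975 between the libraries labelled WT and 0.994 between those labelled cKO, and the chi-square per gene was 78.6 and 8.77. WT 2 and cKO 3 hold Xist (1118 and 188 CPM), while WT 3 and cKO 2 hold the Y-linked Ddx3y (76.1 and 53.4 CPM), so each label has 1 library of either kind.
The libraries labelled cKO were compared with those labelled WT in R 4.3.3 with edgeR 4.0.16: filterByExpr with a minimum count of 10, TMM, and the quasi-likelihood test with the condition as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 16157 genes tested, and again with the paper's limit of 0.585 on the absolute log2 fold change. The paper's methods use DESeq2 with ashr, which was run as an alternative (DESeq2 1.42.0, ashr 2.2.63). Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) with an adjustment over 40 lists, and with an estimated correlation. Fisher's exact test and fgsea 1.28.0 on genes ranked by the signed log10 p were also run. The direction of each list on its own, not against other genes, was tested with fry, whose p is given unadjusted. Counts per list were also adjusted over the list alone.
The comparison, the tests, the lists, the rule for named genes and the first set of alternatives were written down before the data were examined. The lists are subunits of complexes I to V, OXPHOS genes of the nucleus and of mitochondrial DNA, complex I assembly factors and complex I biogenesis without Ecsit, mitochondrial and cytosolic ribosomal proteins, glycolysis, glutamine metabolism, IKK-NF-κB components, NF-κB targets, regulators of mitochondrial biogenesis, the mitochondrial unfolded protein response, mitophagy, TGF-β ligands and receptors, TGF-β targets, soluble inhibitors of muscle differentiation, the TCA cycle, mitochondrial protein import, ATF4 targets, hypoxia targets, osteoblast, chondrocyte, tendon, skeletal progenitor, niche, cell cycle and immediate early genes, and markers of haematopoietic, erythroid, endothelial, muscle, Schwann, keratinocyte, pericyte and fat cells, with sex-linked genes and the genes the paper names as further lists without a group test. The rule for named genes takes every gene the paper names, the 10 highest and 10 lowest called genes with a mean of at least 10 CPM in 1 group and groups that do not overlap, without Gm and Rik symbols, up to 4 called members per list with the smallest p, or the 2 with the highest level where none was called, and up to 3 members with the highest level of each marker list, and not every gene that it takes is printed.
The alternatives written first were size factors of DESeq2, TMM without ribosomal protein genes and genes of mitochondrial DNA, no filter on low counts, at least 10 counts in every library, DESeq2 without and with ashr, the replicate number as a block, leaving out each library, and, for the lists, an estimated correlation and other rankings. Leaving out a library leaves 1 in its group, which is then assumed to vary like the other group. Added after the data were seen were a gene-length correction (a lowess of log2 CPM on log10 exon length per library, span 0.3, pseudocount 0.5, used as an offset), the same with the replicate block, a block that pairs WT 2 with cKO 3 and WT 3 with cKO 2, and DESeq2 with ashr over genes with at least 10 counts in all libraries together. On simulated counts for 2 against 2 libraries, edgeR called 38 of 100 genes changed by 1 on the log2 scale and 95 of 100 changed by 2, with 1 unchanged gene called. With a simulated length trend 1126 unchanged genes were called, and 4 after the correction. That trend was linear in log10 exon length and set in the libraries labelled cKO alone. The simulation lacks the trend between WT 3 and WT 2, so it does not measure how well the correction works on these libraries. Left out were Bglap and Ptprc, which the paper names and which fell below the count filter, and every experiment of the paper other than this RNA sequencing, which has no count table.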

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

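The tests of gene length, of the difference between WT 3 and WT 2, of exchanged labels, of WT 2 alone and of the share of chondrocytes were chosen only after the results were seen, and no test of a biological explanation other than the last was run.

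Nuclear OXPHOS genes were higher in the libraries labelled cKO, while short genes as a whole also stood higher there. The values argue against gene length as the whole cause: after the length correction the median was still 0.69, above 0.39, the upper end of the central 95% of 10000 random lists matched on length and level. For the OXPHOS genes of mitochondrial DNA length stays open, since camera no longer called them after the correction (adjusted p = 0.992). Their median before it, 0.79, lay below 0.95 to 1.54, the central 95% of random lists matched on length and level. The corrected median of -0.03 lay below 0.18 to 0.86, so the correction may take off too much for these genes. A difference between libraries that is not due to the label may account for part of the pattern, since WT 3 lay above WT 2 by a median of 0.71 in the same genes, against 0.81 for the libraries labelled cKO above WT 3. The genotype stays among the open explanations, as untested.

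Ecsit was higher in the libraries labelled cKO, the reverse of what its deletion would give. Gene length is argued against as the whole cause, since the corrected log2 fold change was 0.72 (standard error 0.19, adjusted p = 0.0233). A share of the rise by length stays open, since Ecsit lay within the spread of 500 genes of like length and level (median 0.47, SD 0.63, Ecsit at the 86.2 percentile), of which 155 were higher too. Exchanged group labels are a candidate explanation, since the genotype field and the titles disagree. The field as written is not right in full, since it names no Cre for libraries sorted by the GFP reporter of Prx1-cre. Exchanged labels cannot be told apart from a true rise of the transcript: 0 reporter or recombinase genes are in the count table. The paper's own RT-PCR runs the other way, with ratios of cKO to WT of 0.835 in sorted progenitors of P0 limbs from a panel on osteogenic differentiation, not like samples to the P1 cells here (Fig. 1g, n = 4) and 0.579 in pre-BCSPs, another sorted population than that sequenced (Fig. 1m, n = 3), while the numbers of genes printed in Fig. 6e follow the titles.

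Chondrocyte genes, of which the paper's text gives no transcript levels while it describes cartilage development in these mice as normal, were lower in the libraries labelled cKO: 20 of 21 fell (20 adjusted over the list alone, none rose with edgeR, at an unadjusted p under 0.05 or with DESeq2; median -1.65, camera adjusted p = 5.14e-14, adjusted p = 0.599 with an estimated correlation), among them Col9a2 (-1.71), Col9a3 (-1.56), the cartilage matrix gene Matn1 (-2.27) and Sox9 (-1.49), a transcription factor of cartilage. By fry on this list alone the unadjusted p was 0.0654. Gene length is argued against, since the corrected median was -1.57, below -0.01, the lower end of the central 95% of matched random lists. WT 2, where Col2a1 was highest, is not alone behind the pattern, since the libraries labelled cKO minus WT 3 had a median of -1.17. That comparison holds 1 library labelled WT, so it cannot part the label from variation between libraries. A difference between libraries that is not due to the label may account for part of the pattern, as for the OXPHOS genes. WT 3 minus WT 2 had a median of -0.92, with 0 of 21 members above 0. A smaller share of chondrocytes among the sorted cells may underlie it and cannot be told apart from lower expression in each cell: Col2a1, the main cartilage collagen, chosen after its value was seen, had a log2 fold change of -1.28 at 11336 and 5637 CPM in WT 2 and WT 3 and 3494 and 3479 CPM in cKO 2 and cKO 3, and the gate does not remove cartilage cells of the Prx1 lineage.

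Other groups of genes were also called as different between the labels. TCA cycle genes had a median log2 fold change of 0.48, with 7 of 18 higher (8 adjusted over the list alone), such as Idh2 at 1.30 (camera adjusted p = 9.74e-04, adjusted p = 0.599 with an estimated correlation). Genes of mitochondrial protein import had a median of 0.79, with 11 of 23 higher (12 adjusted over the list alone), such as Tomm5 at 1.68 and Tomm20 at 0.91 (camera adjusted p = 1.14e-05, adjusted p = 0.603 with an estimated correlation). ATF4 targets had a median of 0.68, with 9 higher and 1 lower of 24 (10 and 1 adjusted over the list alone), among them the serine synthesis enzyme Phgdh at 1.36 and Ddit4 at 1.22, with Atf3, named after its value was seen, at -0.88 (camera adjusted p = 0.00151, adjusted p = 0.599 with an estimated correlation). Leaving out WT 2, WT 3, cKO 2 and cKO 3 in turn left 11, 14, 0 and 0 TCA cycle genes, 12, 20, 3 and 4 import genes and 9, 13, 1 and 4 ATF4 targets higher. No TCA cycle or import gene was lower with edgeR, at an unadjusted p under 0.05 or with DESeq2. For the TCA cycle, import and ATF4 lists the unadjusted p of fry was 0.0306, 0.0755 and 0.0562.

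Markers of other cell types moved as well, although the sort removes cells with CD45, Ter119 and Tie2. Muscle markers had a median of 1.49, with 9 of 15 higher (10 adjusted over the list alone) and Des at 1.36 (camera adjusted p = 3.23e-10, adjusted p = 0.599 with an estimated correlation). Fat cell markers had a median of 2.12, with 6 of 6 tested higher (6 adjusted over the list alone, 5 with DESeq2). Among them were Lpl, which rose from 38.8 to 119 CPM, and Pparg at 1.30. The camera adjusted p was 5.45e-05, and 0.599 with an estimated correlation. The tested markers had a median of -0.83 for cKO 3 minus cKO 2. Also listed but below the count filter were Plin1 (4, 4, 30 and 8 counts in WT 2, WT 3, cKO 2 and cKO 3) and Cidec (7, 1, 2 and 5 counts). Haematopoietic markers had a median of 1.88, with 9 higher and 1 lower of 15 (10 and 1 adjusted over the list alone), from 19.3 to 28.6 CPM in sum, such as Lyz2 at 2.78 and Cd68 at -1.16 (camera adjusted p = 1.61e-04, adjusted p = 0.599 with an estimated correlation); the median was the same with the 2 members at 0 counts in both libraries labelled WT set at a floor of 3 counts per library. Erythroid markers had a median of 1.11, with 5 of 8 higher (6 and 1 adjusted over the list alone), from 646 to 1969 CPM in sum, the globins Hbb-bs (2.13), Hbb-bt (1.65), Hba-a1 (1.12) and Hba-a2 (1.11) and, named after its value was seen, Alas2 (1.26) (camera adjusted p = 6.87e-04, adjusted p = 0.599 with an estimated correlation), while with the length correction the median was 0.37, 1 was higher and 1 lower, and camera did not call the list (adjusted p = 0.343). Schwann cell markers had a median of -1.31, with 4 of 7 lower (4 adjusted over the list alone), among them Sox10 (-1.90) and Erbb3 (-1.59) (camera adjusted p = 0.0415, adjusted p = 0.599 with an estimated correlation). Leaving out WT 2, WT 3, cKO 2 and cKO 3 in turn gave 6, 4, 2 and 6 higher fat markers, 6, 9, 5 and 4 higher haematopoietic markers, 5, 5, 2 and 2 higher erythroid markers and 2, 4, 0 and 0 lower Schwann markers. Corrected for length, 4 fat and 6 haematopoietic markers were higher, and 2 haematopoietic markers lower. The unadjusted p of fry was 0.00484 for muscle, 0.0656 for fat, 0.0132 for haematopoietic, 0.0159 for erythroid and 0.00835 for Schwann markers. Camera did not call the haematopoietic markers without WT 3 (adjusted p = 0.0981) or with at least 10 counts in every library (0.959), or the Schwann markers without WT 2, WT 3 or cKO 3 (0.159, 0.403 and 0.107), with at least 10 counts in every library (0.0896), or with the replicate block or the crossed block (0.0538 and 0.0738). No muscle or fat marker was lower and no Schwann marker higher with edgeR, at an unadjusted p under 0.05 or with DESeq2, and of the erythroid markers none was lower with edgeR or DESeq2 and 1 at an unadjusted p under 0.05.

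Gene types stood out too. Genes of the type TEC, transcripts still to be experimentally tested, had a median log2 fold change of -1.35 over 314 genes, and sense intronic transcripts one of -2.15 over 32 genes, while processed pseudogenes had one of 1.13 over 728 genes, with 229 higher and 14 lower, and 0.16 with the length correction. Over 16143 genes, Spearman's rho of log2 fold change with exon length was -0.42, and it was -0.52 for WT 3 minus WT 2 and -0.01 for cKO 3 minus cKO 2; genes are not independent replicates.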

How the results depend on the processing

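The length correction, alone and with the replicate block, the crossed block and the DESeq2 setting over genes with at least 10 counts in all libraries together are tests chosen only after the results were seen. With 2 libraries per label the test rests on a spread shared over genes, and the simulated counts show that many changes of 1 on the log2 scale are missed. Leaving out a library leaves 1 in its group, assumed to vary like the other group. Total counts differ by little between the groups (medians of 18378134 and 19712143). The replicate numbers do not pair the libraries clearly: deviations from the group means of WT 2 and cKO 2 correlate at -0.109 over genes. With 2 libraries per label the value for WT 2 and cKO 3, 0.109, is the same number with its sign turned. WT 2 and cKO 3 hold Xist, and WT 3 and cKO 2 hold Ddx3y. The crossed block thus pairs libraries alike in sex-linked genes.

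Without a filter on low counts, 31336 genes were tested, their median log2 fold change was -0.18, and 1534 passed (869 higher and 665 lower, the same numbers over the fold limit), each among those called with the filter. Ecsit was then 1.06 (adjusted p = 0.0557), 32 nuclear OXPHOS genes and 14 of complex I biogenesis were higher, and camera called glycolysis (adjusted p = 0.0290); the cause was not tested. Over the other settings that keep all libraries the number of genes passing ran from 4356 to 5733, Ecsit from 0.72 to 1.05 (adjusted p from 0.00107 to 0.0247), the higher nuclear OXPHOS genes from 52 to 79 and those of complex I biogenesis from 25 to 43. The log2 fold change of Tgfb1 ran from -0.25 to -0.02 over every setting, leaving out libraries included (adjusted p from 0.168 to 0.921). With the length correction 1499 of the higher and 1579 of the lower genes passed again in the same direction, and 1 in the opposite one. With an estimated correlation camera gave an adjusted p of 0.599 for the nuclear OXPHOS list and 0.600 for complex I biogenesis, and 19 other lists lost their call. None of the 40 lists was called in that setting, which has little power with 2 libraries per label. It therefore does not decide which calls hold.

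Leaving out each library in turn gave 1045 to 8713 genes passing, 506 to 4459 higher and 518 to 4254 lower (506 to 3772 and 518 to 3645 over the fold limit), the lowest without cKO 2 or cKO 3 and the highest without WT 3. Ecsit ran from 0.77 to 1.34, the higher nuclear OXPHOS genes from 25 to 79 and those of complex I biogenesis from 14 to 53. These fits hold the same number of libraries, so that number does not account for the differences between them. Each takes its spread from the pair left whole. The chi-square per gene was 78.6 between the libraries labelled WT and 8.77 between those labelled cKO. The cause of the changes was not tested further. Log2 fold changes that changed sign without a library ran from -0.0507 to 0.37 for Alpl, -0.12 to 0.00575 for Col1a1, -0.82 to 0.20 for Emcn, -0.52 to 0.20 for Hsp90aa1, -0.11 to 0.33 for Map1lc3b, -0.16 to 0.75 for Pecam1, -0.0471 to 0.12 for Slc2a1 and -0.0756 to 0.55 for mt-Nd6. Camera directions also turned, with adjusted p from 0.417 to 0.944 for NF-κB targets, 0.613 to 0.980 for glutamine metabolism, 0.643 to 0.980 for hypoxia (HIF) targets, 0.390 to 0.963 for skeletal progenitor genes and 0.343 to 0.980 for soluble muscle inhibitors.

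With the length correction, and with it and the replicate block, these log2 fold changes had the opposite sign: Col1a1 0.20 and 0.20, Hprt -0.0386 and -0.0349, Ibsp -0.0714 and -0.0642, Igf1 0.23 and 0.23, Prrx1 0.20 and 0.22, Slc2a1 -0.0922 and -0.0941 and mt-Nd6 -0.82 and -0.83. Of these mt-Nd6 passed the test in the lower direction in both (adjusted p = 0.0159 and 0.00590), and the others did not. For genes of mitochondrial DNA the correction may take off too much. Camera directions turned with the length correction for glutamine metabolism (adjusted p = 0.725), NF-κB targets (adjusted p = 0.767), regulators of mitochondrial biogenesis (adjusted p = 0.809), tendon genes (adjusted p = 0.835), skeletal progenitor genes (adjusted p = 0.992) and niche factors (adjusted p = 0.809), with the block added for glutamine metabolism (0.702), NF-κB targets (0.702), regulators of mitochondrial biogenesis (0.827), tendon genes (0.949) and niche factors (0.880), and without a filter on low counts for glutamine metabolism (0.514), regulators of mitochondrial biogenesis (0.955), soluble muscle inhibitors (0.971), hypoxia (HIF) targets (0.955), skeletal progenitor genes (0.955) and niche factors (0.955). The enrichment score of glutamine metabolism was 0.743 with the length correction. With at least 10 counts in every library Slc2a1 was -0.0177 and the direction of the skeletal progenitor genes turned (adjusted p = 0.906). In each case the cause was not tested.

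Of the single genes named in the text, the number with the same direction and side of the threshold was 168 of 170 with the size factors of DESeq2, 168 of 170 with TMM without ribosomal protein genes and genes of mitochondrial DNA, 164 of 170 with DESeq2, 164 of 170 with ashr, 164 of 170 with ashr over genes with at least 10 counts in all libraries together, 157 of 163 with at least 10 counts in every library, 161 of 170 with the replicate block, 167 of 170 with the crossed block, 134 of 170 with the length correction, 140 of 170 with both, and 113 of 170 without a filter on low counts. It was 158 of 170, 152 of 170, 76 of 170 and 87 of 170 without WT 2, WT 3, cKO 2 and cKO 3. All 148 named genes that passed kept their direction without each library. That was all but fixed in advance, since the levels of the libraries labelled WT and cKO do not overlap in any of the 4589 called genes.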

Differences from the paper's values

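The gene-length correction, the crossed block, the ratios over Hprt and the DESeq2 setting with at least 10 counts in all libraries together were chosen only after the results were seen, and the other alternatives named here were set before the data were examined. The paper's normalized enrichment scores, read by eye from Fig. 2b, are about 7.2 for OXPHOS and about 5.9 for complex I biogenesis, where the values here are 3.40 and 2.83. With genes ranked by log2 fold change they were 3.52 and 2.95, and by the Wald statistic of DESeq2 3.64 and 3.02, so neither alternative set before the data were examined reaches the paper's value. For glutamine metabolism the paper's score is about 0.85 in Fig. 2b, read by eye, and the value here -0.865 (-0.617 and -0.861 with the same alternatives), and for IKK-NF-κB signaling it is about 0.87 in Fig. 2b, read by eye, and -1.22 here (-0.810 and -1.24); none of these alternatives turns the sign. With the length correction the glutamine score was 0.743. The gene lists here are not the gene sets of the paper.

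For Tgfb1 the paper's ratio of cKO to WT by RT-PCR over Hprt is about 4.0 in Fig. 6f, read by eye, and the ratio here is 0.906, or 0.598 over Hprt, with 0.842 to 0.988 for the first of these over the alternatives, none of which reaches the paper's value. The upper bound of the 95% interval here is a ratio of 1.26. For Ecsit the paper's ratio by RT-PCR over Hprt (source data of Fig. 1g, sorted progenitors of P0 limbs in a panel on osteogenic differentiation, not like samples to the P1 cells here) is 0.835, with an error of 0.0704 carried from the SDs, and the ratio here is 2.03, or 1.35 over Hprt, with 1.65 to 2.54 for the first of these over the alternatives, none of which reaches the paper's value.

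In its text the paper describes genes of complex I biogenesis and OXPHOS as lower without Ecsit. Here 72 of 82 nuclear OXPHOS genes and 36 of 61 genes of complex I biogenesis were higher in the libraries labelled cKO, and the scores of Fig. 2b are above 0 for both lists, as here. The paper also describes Tgfb1 as elevated in cKO cells by the transcriptome, where its log2 fold change here was -0.14 and no setting called it. It describes Atf5 mRNA as largely intact, where Atf5 here rose with a log2 fold change of 1.15 (adjusted p = 0.0189), and RUNX2 expression as largely intact, where Runx2 mRNA here fell by 1.75 on the log2 scale (adjusted p = 0.0127). The paper describes glycolysis, glutamine metabolism, the IKK-NF-κB components and the regulators of mitochondrial biogenesis as little altered or not enriched, and camera did not call them here, except glycolysis without a filter on low counts (adjusted p = 0.0290). Hsp90aa1 (-0.21) and Hsp90ab1 (0.58) did not pass with edgeR, and Hsp90ab1 passed as higher with DESeq2 (adjusted p = 0.0499). A test not passed does not show that the levels did not differ. With the groups exchanged every direction reverses, so that Ecsit, OXPHOS and complex I genes are lower in the deletion, as in the paper's text. Tgfb1 would still not pass the test, and Atf5 and Runx2 would still pass it. The OXPHOS and complex I scores would then have the opposite sign to those of Fig. 2b. The exchanged assignment follows the genotype field only in part, since cells without Cre would not carry the GFP they were sorted by. It was looked at after the values were seen. The numbers of genes follow the titles: under DESeq2 with ashr over genes with at least 10 counts in all libraries together, 20352 genes were in the comparison and 2230 were higher and 2199 lower at the paper's thresholds, which match the numbers printed in Fig. 6e. That setting was chosen after the values were seen, gave Ecsit a log2 fold change of 0.86 and Tgfb1 one of -0.12 (adjusted p = 0.736), and called 77 of 82 nuclear OXPHOS genes higher and 1 lower; how many of the genes the paper calls it drops is not known, since the paper's list is not at hand.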

Other observations

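Of the values in this part, the length-corrected ones come from a setting chosen only after the results were seen. Bone-forming genes parted in the libraries labelled cKO. Runx2, the transcription factor that commits cells to the osteoblast lineage, fell from 43.7 to 13.0 CPM (log2 fold change -1.75, standard error 0.24, adjusted p = 0.0127), and Smpd3, a sphingomyelinase of bone and cartilage, had a value of -1.76. Sp7 (-0.43, adjusted p = 0.263), Alpl (0.18, adjusted p = 0.566), Ibsp (0.32, adjusted p = 0.364), Dmp1 (-0.54, adjusted p = 0.456) and Col1a1 (-0.05, adjusted p = 0.918), markers of osteoblasts and osteocytes, did not pass the test. Of 18 osteoblast genes 1 was higher and 4 were lower (1 and 4 adjusted over the list alone, camera adjusted p = 0.340); called members also include Bglap2 at 3.01, from 0.271 to 2.23 CPM, and, named after its value was seen, Msx2 at -1.38. Prrx1, which drives the Cre line, was at -0.38 (adjusted p = 0.181). Of 12 tendon genes 4 were higher and 1 lower (4 and 1 adjusted over the list alone, camera adjusted p = 0.774): Scx, the tendon transcription factor (1.12), Tnmd (0.70), Dpt (1.23) and, named after its value was seen, Thbs4 (0.79) rose, and Egr2 (-1.27) fell. The values of Tnmd (0.09, adjusted p = 0.734), Thbs4 (0.61, adjusted p = 0.0540) and the osteoblast gene Bglap2 (2.05, adjusted p = 0.0781) did not pass with the length correction, which left 2 tendon genes higher. Of 19 skeletal progenitor genes Cd34 (1.02), Ly6a (1.79) and Acta2 were higher and Gli1 (-0.70), a target of hedgehog signaling, was lower (3 and 1 adjusted over the list alone); the median was -0.17 while the camera direction was up (adjusted p = 0.971). Without the length correction none of 10 niche factors passed edgeR's test (1 higher and 1 lower at an unadjusted p under 0.05, none with DESeq2, none adjusted over the list alone), with Ptn at 0.36 and Igf1 at -0.29 (camera adjusted p = 0.835); with it 2 were higher and 1 lower. Without WT 2, WT 3, cKO 2 and cKO 3 in turn, the numbers higher and lower were 2 and 3, 4 and 5, 1 and 3, and 1 and 4 for osteoblast genes, 4 and 1, 4 and 4, 0 and 0, and 1 and 0 for tendon genes, 2 and 5, 6 and 6, 1 and 0, and 2 and 0 for progenitor genes and 0 and 1, 3 and 2, 0 and 0, and 0 and 1 for niche factors.

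Genes of the cell cycle and of responses to stress moved in both directions, as did the genes tested as a whole (2275 of 16157 higher and 2314 lower). Mki67, a marker of cycling cells, fell from 153 to 62.9 CPM (-1.28, adjusted p = 0.0159), as did the kinetochore genes Cenpe (-1.26) and Cenpf (-1.28) and, named after its value was seen, Kif11 (-0.94), while Mcm5, a helicase subunit of DNA replication, rose from 86.6 to 173 CPM. Of 31 cell cycle genes 6 were higher and 4 lower (6 and 5 adjusted over the list alone, camera adjusted p = 0.571). Immediate early genes, which dissociation of tissue can induce, were lower in part: 6 of 20 fell and 2 rose (2 and 6 adjusted over the list alone, camera adjusted p = 0.144), with Fosb from 2916 to 954 CPM (-1.61), Nr4a1 from 1639 to 548 CPM (-1.58), Btg2 at -1.65 and Klf4 at -1.17, and Ier3 and, named after its value was seen, Hspa1b (0.97) rose. With the length correction 10 fell (camera adjusted p = 8.18e-05), and without WT 2 camera called the list as lower (adjusted p = 1.77e-06). Of 20 hypoxia targets 2 were higher and 3 lower (2 and 3 adjusted over the list alone, camera adjusted p = 0.856): Adm (1.82) and, named after its value was seen, Ndrg1 (0.63) rose, and the carbonic anhydrase Car9 (-1.36), Kdm3a (-0.79) and Bhlhe40 fell. Of the genes named here Cenpf (-0.44, adjusted p = 0.101), Kdm3a (-0.39, adjusted p = 0.0792) and Ier3 did not pass with the length correction. Without WT 2, WT 3, cKO 2 and cKO 3 in turn, the numbers higher and lower were 10 and 6, 16 and 8, 0 and 0, and 0 and 1 for the cell cycle, 2 and 10, 6 and 8, 0 and 1, and 0 and 3 for immediate early genes and 3 and 4, 6 and 6, 1 and 0, and 1 and 0 for hypoxia targets.

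Genes of mitochondrial quality control were called in part. Of 15 genes of the mitochondrial unfolded protein response 6 were higher (7 adjusted over the list alone; none lower with edgeR, at an unadjusted p under 0.05 or with DESeq2), with a camera adjusted p of 0.0197 (adjusted p = 0.603 with an estimated correlation). Atf5, the transcription factor of this response, rose from 67.4 to 149 CPM (1.15, adjusted p = 0.0189), the chaperonin Hspe1 had a value of 1.25, Htra2 1.04 and Trap1 0.83, while Hsp90aa1 (-0.21, adjusted p = 0.596) and Hsp90ab1 (0.58, adjusted p = 0.121) did not pass with edgeR; with DESeq2 Hsp90ab1 passed as higher (adjusted p = 0.0499). Of 24 mitophagy and autophagy genes Gabarap (1.04), Map1lc3a (0.86) and Phb2 (0.82) rose and Tax1bp1 (-0.71) fell (0 and 0 adjusted over the list alone, camera adjusted p = 0.259), and 6 were higher and 4 lower at an unadjusted p under 0.05 and 3 and 2 with DESeq2; with the length correction Map1lc3a (0.22, adjusted p = 0.343) and Tax1bp1 (-0.21, adjusted p = 0.417) did not pass, and 5 genes of the list were higher and 2 lower. Camera called this list as higher without a filter on low counts (adjusted p = 0.0206). Pink1 stood at 61.6 ± 11.7 against 89.1 ± 4.50 CPM (0.53, adjusted p = 0.0869) and Map1lc3b, which encodes LC3B, at 132 ± 28.3 against 140.4 ± 6.77 CPM (0.09, adjusted p = 0.766). Of the complex I genes whose proteins the paper blotted, Ndufb8 rose (1.76, adjusted p = 0.0127), while Ndufs3 (0.72, adjusted p = 0.0588), mt-Nd6 (0.20, adjusted p = 0.604) and Ndufaf1 (0.52, adjusted p = 0.270) did not pass edgeR's test without the length correction. Ndufs3 passed as higher with DESeq2 (adjusted p = 0.0402), and mt-Nd6 as lower with the length correction (-0.82, adjusted p = 0.0159). For genes of mitochondrial DNA that correction may take off too much. Without WT 2, WT 3, cKO 2 and cKO 3 in turn, the numbers higher and lower were 8 and 1, 8 and 0, 0 and 0, and 2 and 0 for the unfolded protein response and 6 and 2, 11 and 4, 0 and 0, and 0 and 0 for mitophagy.

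Marker lists that camera did not call with all 4 libraries and no length correction were those of endothelial cells, with Egfl7 (1.87) and Ramp2 (1.17) higher and Erg (-1.56) lower of 13 (2 and 1 adjusted over the list alone, camera adjusted p = 0.328), of keratinocytes, with Dsp (-3.72) lower of 9 (0 and 1 adjusted over the list alone, camera adjusted p = 0.248; none higher with edgeR, at an unadjusted p under 0.05 or with DESeq2), and of pericytes, with 2 higher and 4 lower of 8 (2 and 4 adjusted over the list alone, camera adjusted p = 0.167). Camera called the endothelial list as higher without cKO 2 (adjusted p = 0.0200) and the keratinocyte list as lower with the length correction (adjusted p = 0.0391, 3 members lower). The pericyte markers that fell are Rgs5 (-1.84), Mcam (-1.24), Abcc9 (-1.25) and Myh11 (9.48, 12.0, 5.84 and 4.88 CPM in WT 2, WT 3, cKO 2 and cKO 3), and those that rose are Des and Kcnj8 (1.10); Myh11 and Kcnj8 are named after their values were seen, and Myh11 (-0.68, adjusted p = 0.0926) did not pass with the length correction. The endothelial genes the paper names, Tek (-0.21), Pecam1 (0.36) and Emcn (-0.41), did not pass. Of 32 genes the paper names and that were tested 8 were higher and 2 lower (11 and 2 adjusted over the list alone), and of the reference genes Hprt had a value of 0.60 (adjusted p = 0.0557) and Gapdh 0.77 (adjusted p = 0.0599), which passed as higher with DESeq2 (adjusted p = 0.0127) and with the length correction (adjusted p = 0.0340). None of 5 sex-linked genes passed edgeR's test (0 and 0 adjusted over the list alone, 0 and 0 at an unadjusted p under 0.05 and 0 and 0 with DESeq2). Without WT 2, WT 3, cKO 2 and cKO 3 in turn, the numbers higher and lower were 2 and 1, 3 and 2, 3 and 1, and 1 and 1 for endothelial, 0 and 2, 0 and 1, 0 and 1, and 0 and 1 for keratinocyte and 3 and 4, 2 and 6, 0 and 2, and 1 and 1 for pericyte markers.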
